# Identification of hub genes and potential ceRNA networks of diabetic cardiomyopathy

**DOI:** 10.1038/s41598-023-37378-5

**Published:** 2023-06-24

**Authors:** Jun Hou, Wan Yi Liang, Shiqiang Xiong, Pan Long, Tian Yue, Xudong Wen, Tianchen Wang, Haoyu Deng

**Keywords:** Disease genetics, Cardiomyopathies, Long non-coding RNAs, miRNAs, Computational biology and bioinformatics, Genetics

## Abstract

Diabetic cardiomyopathy (DCM), a common complication of diabetes, is defined as ventricular dysfunction in the absence of underlying heart disease. Noncoding RNAs (ncRNAs), including long noncoding RNAs (lncRNAs) and microRNAs (miRNAs), play a crucial role in the development of DCM. Weighted Gene Co-Expression Network Analysis (WGCNA) was used to identify key modules in DCM-related pathways. DCM-related miRNA-mRNA network and DCM-related ceRNA network were constructed by miRNA-seq to identify hub genes in these modules. We identified five hub genes that are associated with the onset of DCM, including Troponin C1 (Tnnc1), Phospholamban (Pln), Fatty acid binding proteins 3 (Fabp3), Popeye domain containing 2 (Popdc2), and Tripartite Motif-containing Protein 63 (Trim63). miRNAs that target the hub genes were mainly involved in TGF-β and Wnt signaling pathways. GO BP enrichment analysis found these miRNAs were involved in the signaling of TGF-β and glucose homeostasis. Q-PCR results found the gene expressions of Pln, Fabp3, Trim63, Tnnc1, and Popdc2 were significantly increased in DCM. Our study identified five hub genes (Tnnc1, Pln, Fabp3, Popdc2, Trim63) whose associated ceRNA networks are responsible for the onset of DCM.

## Introduction

Diabetic cardiomyopathy (DCM) is clinically defined as the existence of abnormal myocardial structure and performance in the absence of other cardiac diseases, including coronary artery disease, hypertension, and significant valvular diseases, in individuals with diabetes mellitus^1^. It is established that the prevalence of heart failure in diabetic patients ranges from 19 to 26% worldwide^2^. Clinically, DCM is usually asymptomatic in the early stages of its evolution through left ventricle (LV) hypertrophy and decreased LV compliance, which are characterized by impaired early diastolic filling. Subsequently, LV dilation and symptomatic heart failure occur after the development of systolic dysfunction^3^. Unfortunately, screening approaches including B-type natriuretic peptide, exercise stress testing, and echocardiography, do not seem to be sufficiently sensitive in identifying subclinical dysfunction in diabetic patients^4^. As a result, ongoing studies are vital to understanding the precise mechanisms that initiate and progress DCM and to developing novel strategies to reduce the risk of heart failure in diabetic patients.

Noncoding RNAs, including long noncoding RNAs (lncRNAs) and microRNA (miRNA), play an important role in many biological processes and diseases including diabetes and its complications^5–7^. It has been shown that diverse RNA molecules harboring miRNA Recognition Elements (MREs) can act as competing endogenous RNAs (ceRNAs) against the common pool of miRNAs for communication, engendering the ceRNA hypothesis^8,9^. More recently, a growing body of evidence has also found that ceRNA activity of lncRNAs can serve as natural miRNA decoys in human development and pathophysiological conditions^10,11^. The ceRNA hypothesis plays an impactful role in diabetes and diabetic complications. For example, Zhou et al.^12^ reported that lncRNA myocardial infarction–associated transcript (MIAT) functions as a competing endogenous RNA to up-regulate DAPK2 by sponging miR-22-3p in DCM; Feng et al.^13^ found that lncRNA DCM-related factor (DCRF) regulates cardiomyocyte autophagy by targeting miR-551b-5p in DCM; Yang et al.^14^ demonstrated that lncRNA, Kcnq1ot1, is over-expressed in DCM, and silencing Kcnq1ot1 inhibits pyroptosis by regulating miR-214-3p and caspase-1 expressions. In addition, a recent study^15^ showed that lncRNA, ZFAS1, acts as a ceRNA to sponge miR-150-5p and down-regulate CCND2, consequently promoting cardiomyocyte ferroptosis and DCM development. These studies indicate that noncoding RNA through the ceRNA hypothesis may play an important role in DCM.

In this study, we performed RNA-seq and miRNA sequencing on heart tissue from db/db mice to explore the transcriptome alterations in DCM pathogenesis, including lncRNA, miRNA, and mRNA. We further analyzed possible mechanisms by which altered immune cell infiltration may trigger DCM. This study provides a potential novel understanding of the pathogenesis of DCM and proposes several potential therapeutic targets. The research design is shown in Fig. 1.

**Figure 1:**
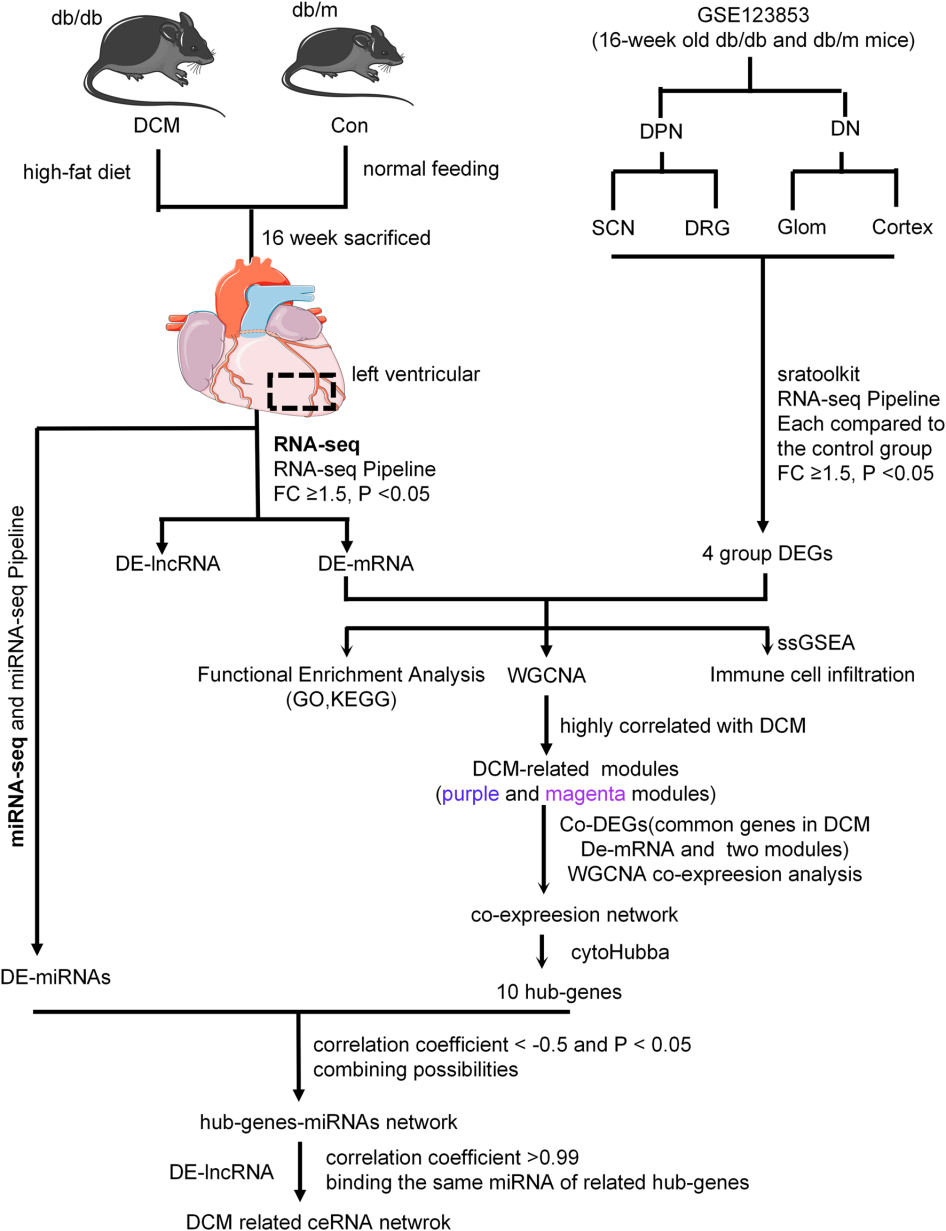
Flowchart describing the schematic overview of the study design. DPN, diabetic peripheral neuropathy, DN, diabetic nephropathy.

## Materials and methods

### Animals and tissue samples

All procedures were performed under the guidelines for animal care and approved by the Animal Care and Ethics Committee of Southwest Jiaotong University. The present study was reported in accordance with the ARRIVE 2.0 Essential 10 guidelines. Two murine strains with C57BL/6 background including db/m and db/db mice were used as the spontaneous diabetic cardiomyopathy model and healthy control model, respectively. Three newborn healthy male db/m mice and three newborn healthy male db/db mice were purchased from Shanghai Nanfang Model Biotechnology Co. LTD (Shanghai, China). Db/m mice were given ad libitum access to tap water and laboratory feed for 16 weeks. Db/db mice were fed a high-fat diet for 16 weeks. The ultrasound system (VisualSonics, Toronto, ON, Canada) was used for echocardiographic measurements. After anesthetic treatment with avertin, the mice were shaved to expose the chest area and fixed onto a flat plate. Left ventricular systolic diameter (LVDs), LV diastolic diameter (LVDd), LV ejection fraction (EF), and LV fractional shortening (FS) were determined and averaged from 6 consecutive cardiac cycles^16^.

### Data preparation

The data set, GSE123853, was retrieved and downloaded from the Gene Expression Omnibus (GEO) database^17^. This dataset was employed to identify distinct molecular pathways regulating diabetic peripheral neuropathy (DPN) and nephropathy (DN). This dataset also included RNA-seq data of four diabetic complication-prone tissues (sciatic nerve (SCN), dorsal root ganglia (DRG), kidney glomeruli (Glom), and kidney cortex (Cortex)). Raw data of GSE123853 were downloaded from the Sequence Read Achieve (SRA) with accession SRP173448 and subsequently converted to FASTQ with sratoolkit^18^.

### RNA-Seq pipeline

RNA was isolated from the left ventricle of three db/db mice and three db/m mice, respectively. RNA was used to generate barcoded complementary DNA (cDNA) libraries using the NEBNext Ultra RNA library prep with rRNA depletion (New England Biolabs). Indexed libraries were sequenced in 2 × 150 bp configuration on the Illumina HiSEQ platform. Briefly, first-strand and second-strand cDNA were synthesized from the input RNA, and single primer isothermal amplification (SPIA) of the resultant cDNA was performed, followed by mechanical shearing of double-stranded cDNA (ds-cDNA) (Covaris E220 ultrasonicator; Covaris Inc, MA). Subsequently, end repair and A-tailing of sheared cDNA and construction of unique barcoded libraries by addition of adapters and PCR amplification (8 cycles) were conducted. The Agencourt AmPure XP bead (Beckmann Coulter) purified libraries were quantified by quantitative PCR (q-PCR) and size distribution was checked using the Agilent TapeStation 2200 system. The libraries were subjected to paired-end 150 bp sequencing on HiSeq 2500 sequencing system (Illumina). For all samples, including public data, paired-end reads were mapped to the mm 10 genome assembly using RNA-seq aligner, STAR, with default parameters. Duplicate and multi-mapped reads were removed with samtools^19^. Following alignment, reads were counted per gene and fragments, per kilobase per million (FPKM), with featureCounts tool and GENCODE m28 and NONCODE v6 annotation^20,21^. Gene counts were then normalized and analyzed for identified differential expression mRNAs (DE-mRNAs) and lncRNAs (DE-lncRNAs) using the Bioconductor package edger, which is operated with a > 1.5-fold change and P-value < 0.05 cut-offs^22^**.** FPKM was used for Weighted Gene Co-Expression Network Analysis (WGCNA).

### miRNA-seq pipeline

miRNA was isolated from the left ventricle (3 db/db mice and 3 db/m mice). The libraries were generated using NEBNext®Multiplex Small RNA Library Prep Set for Illumina® (NEB, USA). After library preparation and pooling of different samples, the samples were subjected to Illumina NextSeq500 sequencing. Raw data with fastq format containing N, low quality, 5’ adapter contaminants, ploy A, and low-quality reads were removed from the reads. Raw data without a 3’adapter or the insert tag was also removed from the reads as well. The small RNA tags from rRNA, tRNA, small nuclear RNA (snRNA), and small nucleolar RNA (snoRNA) were detected by mapping with the Rfam database and further mapped to the reference genome, mm10, by Bowtie software^23^. Known miRNA was identified by mapping to the miRBase database with R package, miRDeep2^24^. MiRDeep2 was also used to count the reads numbers mapped to each miRNA. R package edgeR was used for differential expression analysis. A cut-off with fold change ≥ 1.5 and P-value < 0.05 was used for identifying differential expression miRNAs (DE-miRNAs).

### WGCNA

We used the WGCNA package (version 1.60) in R to find and combine highly correlated mRNAs into mRNA modules, which permitted an examination for correlation between each module and diabetic complication-prone^25^. Before using the WGCNA, we used surrogate variable analysis (sva) package and object-oriented microarray and proteomics analysis (oompaBase) package to remove the batch effect between different samples^26^. The power of β = 5 (scale-free R^2^ = 0.8) was selected as the soft threshold to ensure a scale-free network (Figure S1). The dynamic tree cutting method was used to cluster the mRNAs in layers, using 50 as a minimum size cutoff, and the cut height = 0.3 was applied to merge highly similar modules. Different mRNA modules were labeled with varying colors; the gray module represents mRNAs that could not be merged^27^. Pearson correlation analysis was implemented to evaluate the correlation between mRNAs and susceptibility to diabetic complications.

### Functional enrichment analysis

Gene Ontology (GO), including cellular components, molecular function, biological process, and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway^28,29^, were analyzed using the R package clusterProfiler (version 3.2.14), as described previously^30^. Gene set enrichment analysis (GSEA) was performed using KEGG pathway annotation data, analyzed with the package clusterProfiler, and displayed on ridgeline plot^31^. Cell senescence related genes were download from CSGene database^32^. Heart regeneration-related genes were download from Regeneration Roadmap^33^. DE-lncRNAs have a high positive correlation (correlation coefficient > 0.9) with cell senescence-related genes and heart regeneration-related genes, identifying potential cell senescence-related or heart regeneration-related lncRNAs.

### Immune cell infiltration

The immune cell infiltration status was acquired from bulk RNA-sequencing data by applying the single-sample gene set enrichment approach to the transcriptomes based on single-sample GSEA (ssGSEA), and ultimately acquired through the R package, gene set variation analysis (GSVA)^34^ (Table S1.). A total of 25 immune cells were used in this study, which include activated B cell, activated CD4^+^ T cell, activated CD8^+^ T cell, central memory CD4^+^ T cell, central memory CD8^+^ T cell, effector memory CD4^+^ T cell, effector memory CD8^+^ T cell, immature B cell, memory B cell, T follicular helper cell, Tγδ, Th1, Th2, Th17, Treg, natural killer (NK) cell, eosinophil, activated dendritic cell (DC), immature DC, neutrophil, plasmacytoid DC, macrophage, mast cell, monocyte, and NKT cell^35^.

### Prediction of target miRNAs and construction of ceRNA networks

According to the ceRNA hypothesis, miRNAs can induce gene silencing and down-regulate gene expression by binding to mRNA, and lncRNAs that are rich in miRNA binding sites can act as a miRNA sponge, leading to changes in expression levels of miRNA-target mRNAs. We first identified differentially expressed miRNAs (DE-miRNAs) in DCM and then calculated the Pearson correlation coefficient between these DE-miRNAs and hub genes. DE-miRNAs paired with correlation coefficient < -0.5 and P < 0.05 were considered as potential miRNAs that can down-regulate the expression of the target hub gene. The ability to bind target hub gene was established by RNAhybrid (energy threshold = -20, G: U in seed)^36,37^. Furthermore, DE-lncRNAs that have a high positive correlation coefficient (correlation coefficient > 0.99) with hub genes that bound the same miRNAs were used to construct ceRNA networks. The result was presented as a mRNA-miRNA co-expressed network and ceRNA networks by Cytoscape^38^.

### qRT-PCR assay

Transcript One-Step gDNA Removal (YEASEN, shanghai, China) and cDNA Synthesis SuperMix (YEASEN, shanghai, China) were employed during the reverse transcription process according to the manufacturer’s instructions. cDNA was amplified with SYBR q-PCR Master Mix (EnzyArtisan, shanghai, China) in StepOnePlus (Applied Biosystems) equipment. The 2-ΔΔCt method was used to calculate the relative lncRNA expression, and each hole was repeated three times to ensure quantitative accuracy. The sequences of primers used for qRT-PCR are listed in Table S2, and GAPDH was used as an internal reference gene.

### Statistics analysis

Statistical analyses were accomplished using R. The student’s t-test was used for comparison between two independent groups. A P < 0.05 was considered statistically significant.

### Ethics approval and consent to participate

All animal experiments were performed according to procedures approved by the Laboratory Animal Ethics Committee of Southwest Jiaotong University.

## Results

### DCM model evaluation

Representative echocardiographic images were selected to display the impairment of cardiac function in DCM (Figure S2A). Echocardiographic data show that the ejection fraction (EF%) was significantly decreased in db/db mice (37.31 ± 1.84%), as compared with db/m counterparts (85.60% ± 3.57%). Similarly, fraction shortening (FS%) was also markedly reduced in db/db (26.28% ± 1.42%) than in db/m (47.73% ± 1.81%) mice, suggesting that cardiac function was impaired in DCM (Figure S2B).

### Gene expression analysis of DCM

To distinguish expressed genes between DCM and healthy controls, we performed RNA-seq experiments using db/db mice model and its corresponding control db/m model. Our results reflect that 1493 genes were up-regulated and 1609 genes were down-regulated in DCM mice compared with control mice (Fold Change ≥ 1.5, P < 0.05) (Fig. 2A and Table S3). We performed the KEGG pathway analysis to determine possible regulation mechanisms of these differentially expressed genes (DEGs) in the process of DCM. The top 10 pathways that involved up-regulated DEGs included oxidative phosphorylation and reactive oxygen species (Fig. 2B). On the other hand, the top 10 pathways associated with down-regulated DEGs included NOD-like receptor signaling pathway (Fig. 2C). Similar results were obtained by performing GSEA of KEGG pathway. The results reveal that the genes associated with oxidative phosphorylation and reactive oxygen species were mainly up-regulated in DCM mice (Fig. 2D). GO analysis found up-regulated DEGs were associated with some biological processes, which include ATP metabolic process, mitochondrion organization, and mitochondrial ATP synthesis, while down-regulated DEGs were associated with biological processes including the regulation of immune effector (Fig. 2E). Besides, the analysis also found abnormal expression in an abundant of genes associated with senescence and heart regeneration in db/db mice (Figure S3).

**Figure 2:**
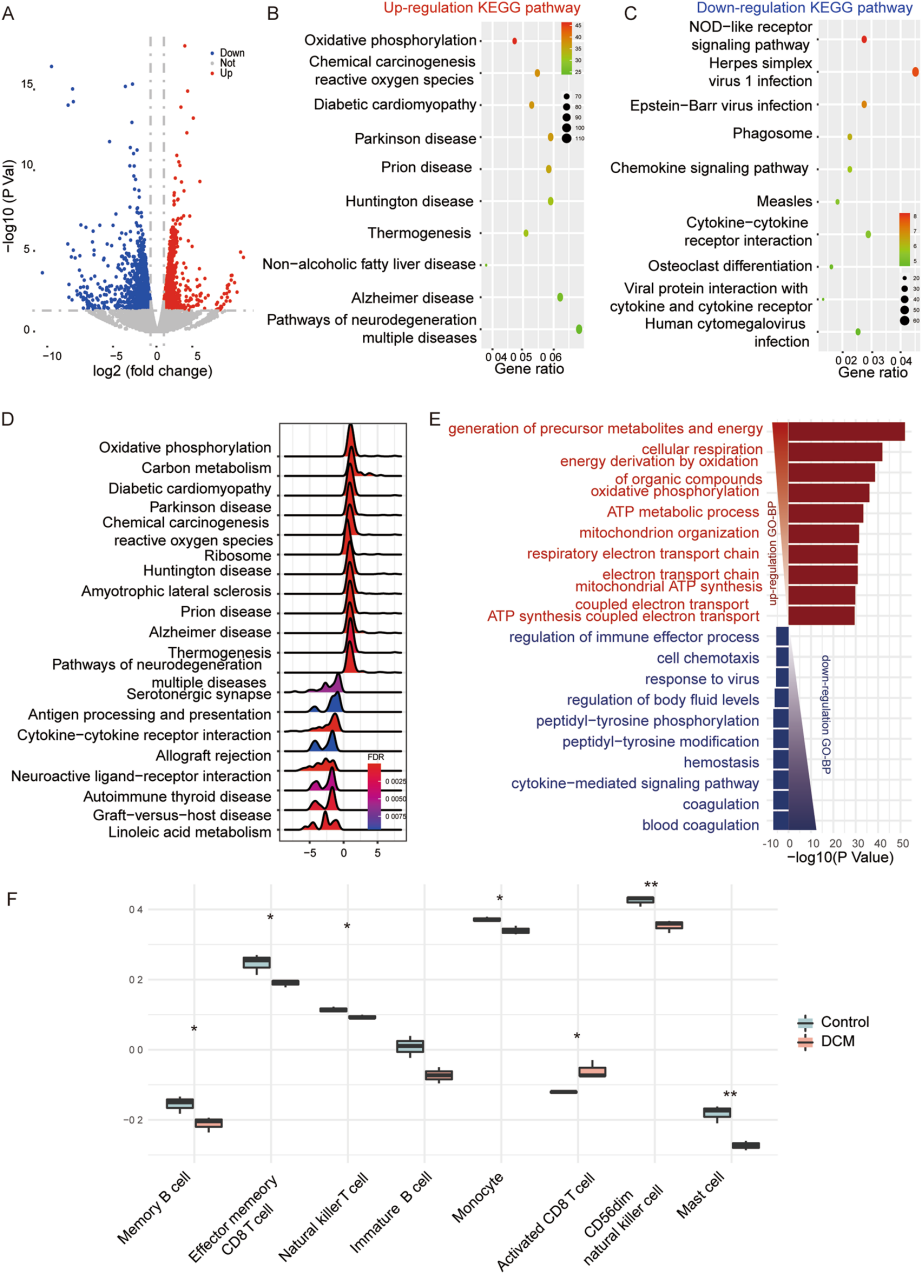
Screening of differentially expressed genes in DCM. (**A**) Volcano of the DCM. (**B**,**C**) Results of the KEGG pathway analysis of the up-regulation DEGs and down-regulation DEGs. The colors indicate the significance [− log10(P-value)], and the size of the circles represents the number of genes enriched in the corresponding annotation. (**D**) Ridge plots of the results of the GSEA analysis. (**E**) GO BP enrichment analysis of the DEGs. Up-regulated GO BP is shown with horizontal axis > 0, and down-regulated GO BP is shown with horizontal axis < 0, respectively. The size of the horizontal axis is set to − log10(P value). (**F**) Boxplot showed the different immune cell infiltration in DCM and control. *P < 0.05; **P < 0.01.

Since DCM can be facilitated by alterations in both adaptive and innate immune systems, we further examined the difference of immune cell infiltration in left ventricle between DCM mice model and control model. The results reveal that activated CD8 + T cells infiltration was significantly increased in the DCM compared to control, while the infiltration of memory B cells, NKT natural killer cells, monocytes, and mast cells was significantly decreased, indicating an impaired profile of innate immunity in DCM (Fig. 2F).

### The difference of KEGG pathway and immune cell infiltration between DCM and other diabetic complications

At present, most studies have focused on a specific diabetic complication. For example, Li et al. have identified the hub genes of diabetic nephropathy. Yet, few studies have compared the potential pathogenesis of hyperglycemia-induced diabetic complications among different organs. Hence, in order to compare the potential causative roles of dysregulated genes between DCM and other diabetic complications, including diabetic peripheral neuropathy (DPN, including SCN and DRG) and diabetic nephropathy (DN, including Glom and Cortex), we determined the different gene expression files in each diabetic complication by comparing with respective health control organs. Moreover, we performed enrichment analysis to identify the difference in biological processes among five tissues from diabetic complications that differed based on DEGs. The results demonstrate that up-regulated DEGs in DCM were enriched in multiple signaling pathways, including oxidative phosphorylation and reactive oxygen metabolism, as compared to other diabetic complications (Fig. 3A). In addition, we found that down-regulated DEGs in DCM were associated with NOD-like receptor signaling and chemokine signaling, while down-regulated DEGs in other diabetic complications mainly focused on other pathways, such as fluid shear stress, atherosclerosis, nucleocytoplasmic transport, and nucleotide excision repairment (Fig. 3B). Given the discovery that down-regulated DEGs in DCM is highly associated with the host innate immunity pathway, we further performed immune cell infiltration analysis to determine specific immune cell subtypes. The results show that the infiltration of activated CD8^+^ T cells was significantly increased in DCM, as compared to other diabetic complications (Fig. 3C). This indicates that excessive specific immune cell infiltration within the heart may contribute to the development of DCM.

**Figure 3:**
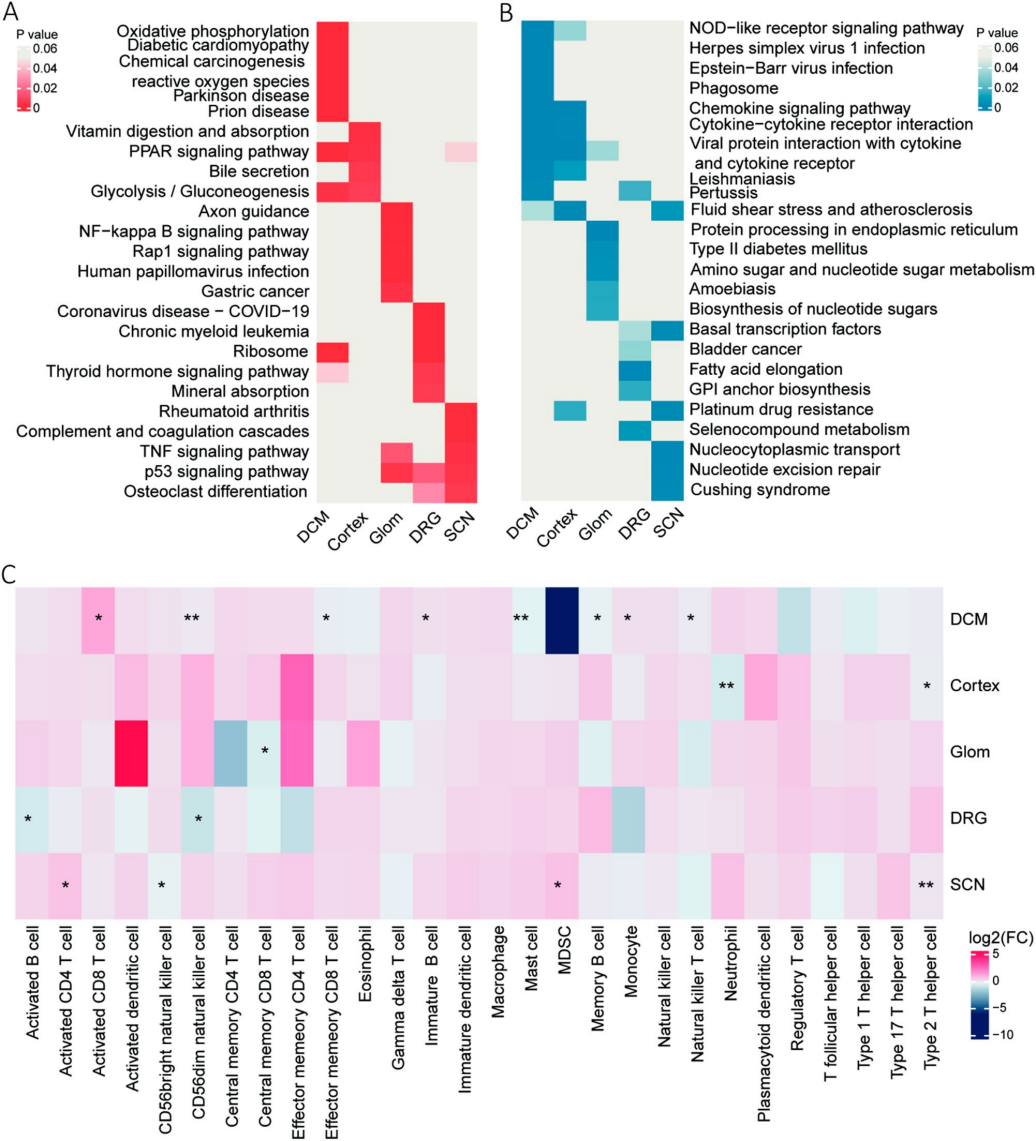
Compare the differences among different diabetic complications. (**A**) Heatmap showed the p-value of the top 5 up-regulated KEGG pathway from different diabetic complications. (**B**) Heatmap showed the p-value of the top 5 down-regulated KEGG pathway from different diabetic complications. (**C**) Heatmap showed the fold change of immune cell infiltration in different diabetic complication groups, compared to control. *P < 0.05; **P < 0.01.

### Identification of key module promoting DCM development

Next, we performed WGCNA to further determine the key factors regulating DCM development. The sample cluster tree was constructed and demonstrated in Fig. 4A. Through WCNA analysis, 15 co-expression modules were constructed (Fig. 4B). Module-trait relationship analysis revealed that purple modules were positively correlated to DCM, while the magenta module was negatively associated with DCM (Fig. 4C). In addition, gene expression in the purple module was significantly up-regulated in DCM compared to other diabetic complications. Contrarily, gene expression in the magenta module was significantly down-regulated in DCM compared to other diabetic complications (Fig. 4D). Altogether, these results suggest that genes in the purple and magenta module may affect DCM development.

**Figure 4:**
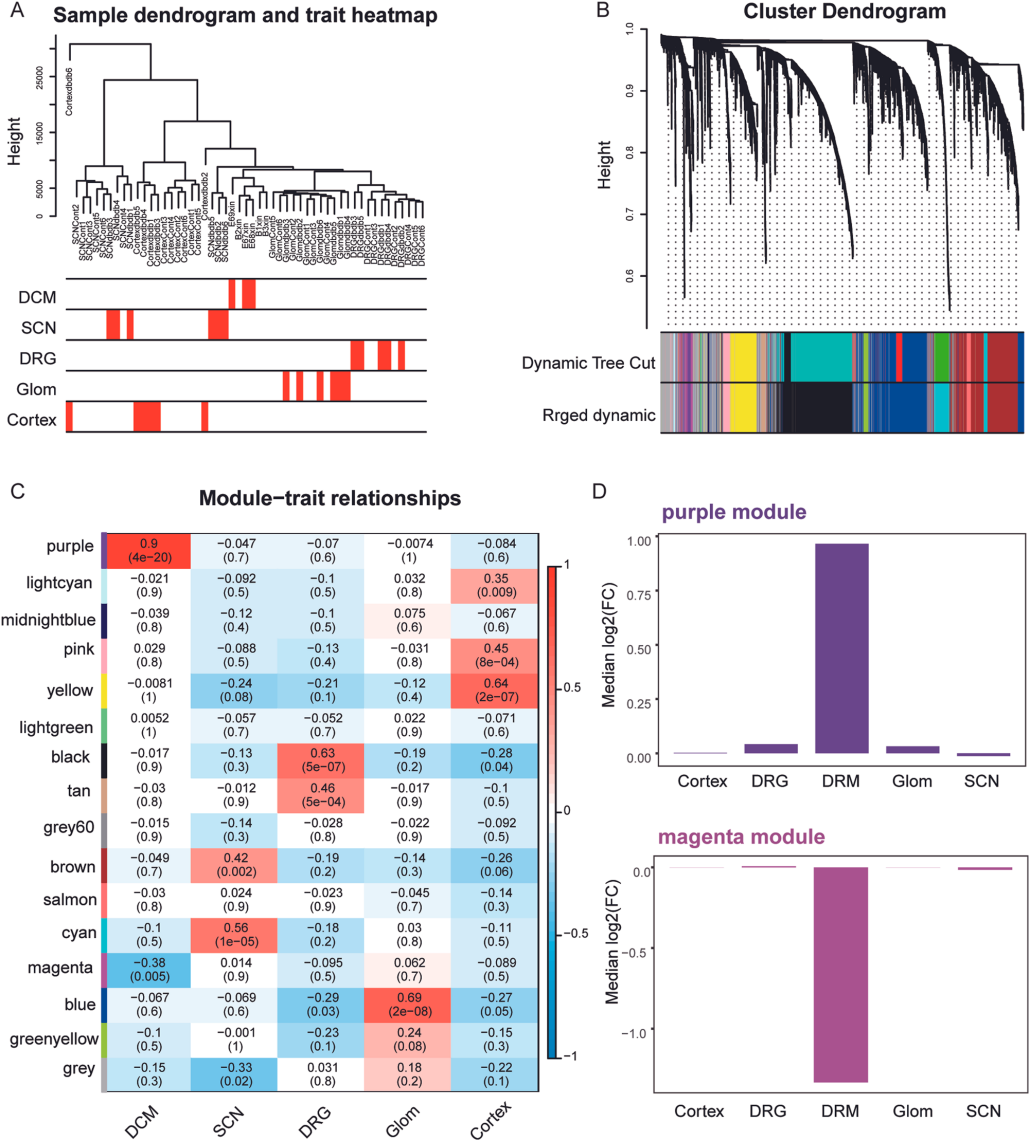
Identified DCM-related module. (**A**) Cluster dendrogram of samples based on their Euclidean distance. Sample dendrogram and trait heatmap. (**B**) Cluster dendrogram of co-expression network modules with dissimilarities based on topological overlap, in addition to assigned module colors. Top: cluster dendrogram shows the result of hierarchical clustering with each line representing one gene. Bottom: colored row below the dendrogram indicates the module membership identified. Different colors represent different co-expression network modules for the significant genes. (**C**) Module-trait relationships. Each row represents a color module (normal and diabetic nephropathy) and every column represents a clinical trait (DCM, SCN, DRG, Glom, and Cortex), respectively. Each cell contains the corresponding value of correlation in the first line and p-value in the second line, respectively. The cell color presents the correlation according to the color legend. (**D**) Median fold change of genes from the purple module (top) and the magenta module (bottom) in different diabetic complication groups, compared to control.

### Functional enrichment analysis of Co-DEGs

To further explore the biological function of co-expressed DEGs (Co-DEGs), Co-DEGs were first obtained from the intersection of purple and magenta modules (Fig. 5A). Next, KEGG pathway analysis revealed that Co-DEGs in the purple module were mainly enriched in the cardiac muscle contraction pathway, while Co-DEGs in the magenta module were mainly enriched in extracellular matrix (ECM) receptor interaction pathway (Fig. 5B,C). GO Biological Process (BP) analysis found that the Co-DEGs in the purple module were mainly enriched in biological processes involved in muscle system process, and Co-DEGs in the magenta module were mainly enriched in biological processes in amino acid transportation (Fig. 5D,E).

**Figure 5:**
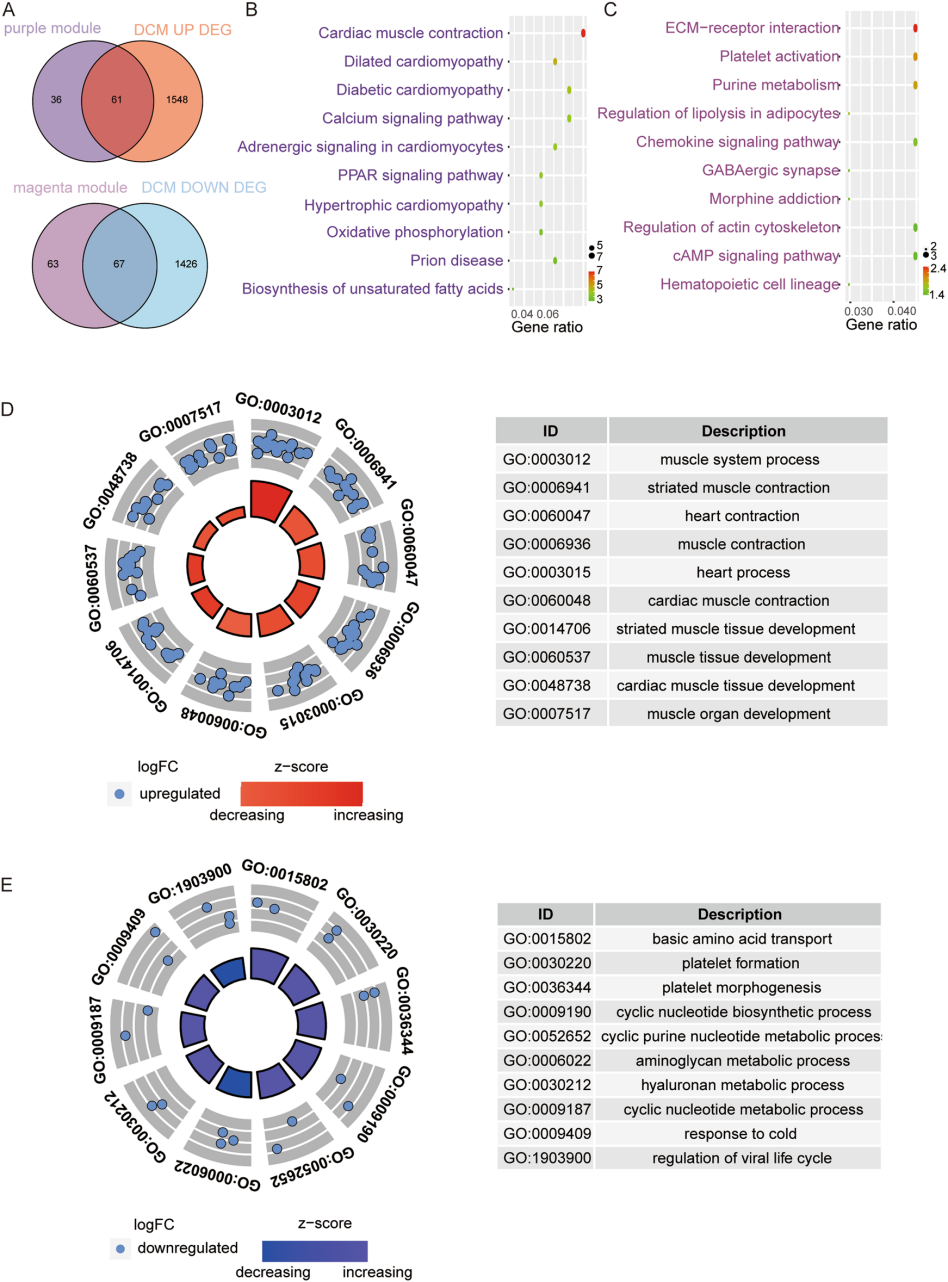
Identified Co-DEGs. (**A**) Venn diagram of common DEGs (Co-DEGs) among DEGs of the purple module (top) and the magenta module (bottom). (**B**) Results of KEGG pathway analysis on Co-DEGs based on the purple module. (**C**) Results of KEGG pathway analysis of Co-DEGs based on the magenta module. (**D**) Results of GO BP analysis of Co-DEGs based on the purple module. (**E**) Results of GO BP analysis of Co-DEGs based on the magenta module. The circles indicate the gene expression distribution in each term. Z-score value is calculated from the difference in the number of up-regulated and down-regulated genes divided by the square root of the total count.

### Hub gene identification and validation

In order to screen out the core genes in DCM, Co-DEGs in the intersection of purple and magenta modules were used to construct a co-expression network by WGCNA. The resulting data file was then processed with Cytoscape and demonstrated in Fig. 6A. In this largest connected master network, we identified 5 hub genes by cytoHubba (Table S4). Afterward, we performed real-time PCR to check the expression of the five hub genes in the cardiomyocytes derived from either db/db or db/m mice. The results (Fig. 6B) show that there were significant increases in Phospholamban (Pln), Fatty acid binding proteins 3 (Fabp3), Tripartite Motif-containing Protein 63 (Trim63), Popeye domain containing 2 (Popdc2), and Troponin C1 (Tnnc1) gene expression in DCM compared to control (P ≤ 0.05). All these results were analyzed according to bioinformatics methods.

**Figure 6:**
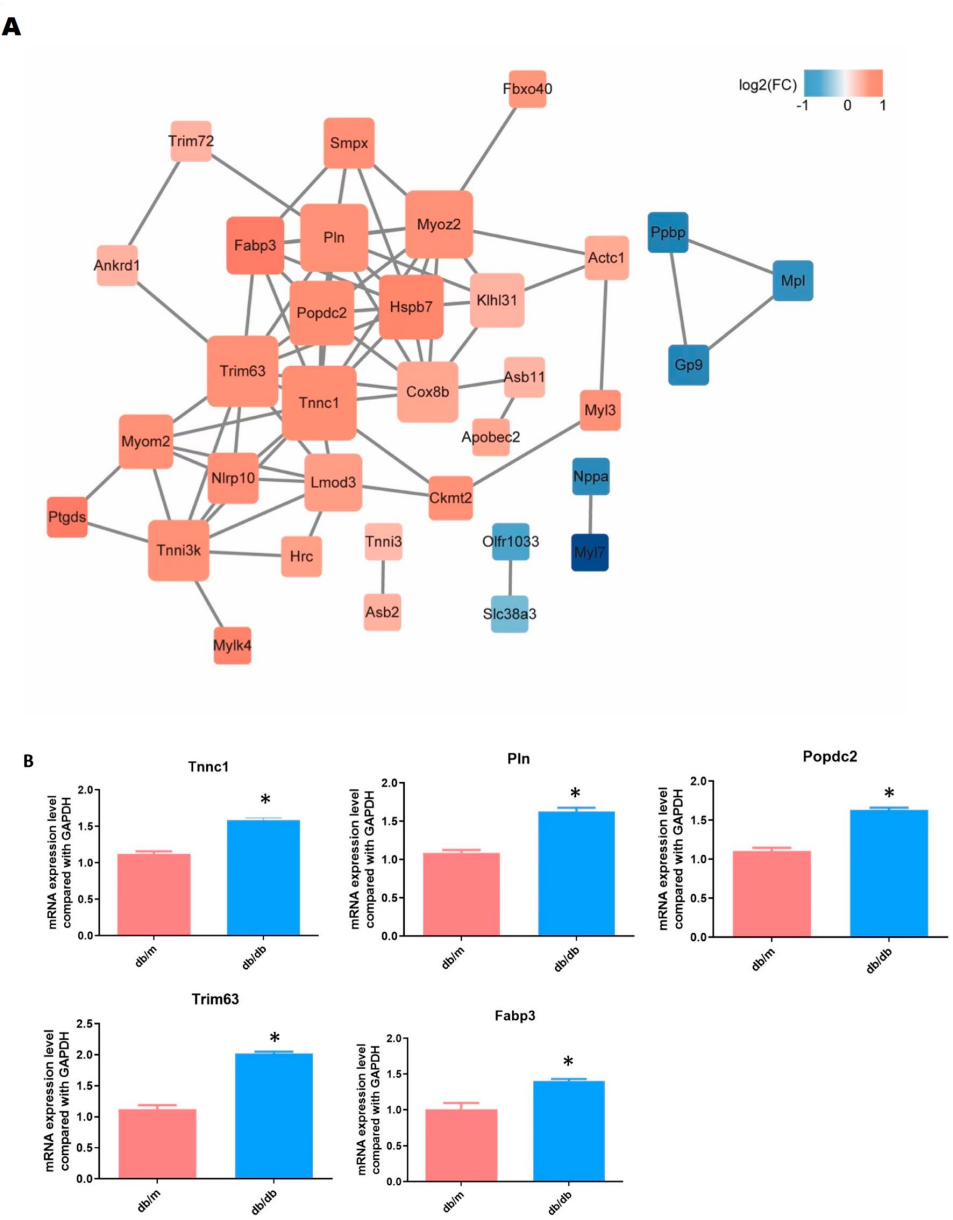
Identified and validated hub genes from co-expression network based on Co-DEGs. (**A**) Co-expression PPI network based on Co-DEGs by WGCNA. (**B**) PCR quantification of the 5 hub genes. All results are represented by at least three independent experiments. Values are presented as mean ± SD. *P ≤ 0.05.

### Prediction of target miRNAs based on hub genes

To further delineate the network between identified hub genes and potential target miRNAs, we used miRNA-seq to predict the target miRNAs of the hub genes mentioned above. 

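The miRNA-seq libraries were made from left ventricles of 6 mice, 3 of them db/db and 3 db/m. Db/db mice lack a working leptin receptor and become obese and diabetic, while db/m mice keep a normal copy of the receptor gene and served as the control. The db/db mice were fed a high-fat diet and the db/m mice laboratory feed for 16 weeks, so genotype and diet differed together between the groups. The authors removed low-quality reads and reads without an adapter or insert, screened the rest for other small RNAs against Rfam, aligned them to mm10 with Bowtie, and counted the reads on each miRNA of miRBase with miRDeep2. The deposited table gives these counts for 495 mature miRNAs in each library, together with columns headed TPM. Within each library, the TPM value was the count divided by a constant with no term for length, so these columns are RPM, the counts scaled to a larger read total, and that total could be recovered. How the read total was defined is not stated in the paper's text. The miRNA counts summed to 3739746, 3114568 and 4384736 in the db/db libraries and to 1250184, 1297451 and 2095896 in the db/m libraries. The recovered read totals were 17396009, 11661490 and 11728877 in db/db and 11936568, 11042949 and 16770688 in db/m. As a share of its read total, miRNA counts therefore made up 28.5% ± 8.10 (SD, n = 3) of a db/db library and 11.6% ± 1.02 (SD, n = 3) of a db/m library. The shares did not overlap between the groups (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). Within each group the share rose from mouse 1 to mouse 3. The 95% Wilson intervals were 21.48 to 21.52%, 26.68 to 26.73% and 37.36 to 37.41% in db/db mice 1 to 3, and 10.46 to 10.49%, 11.73 to 11.77% and 12.48 to 12.51% in db/m mice 1 to 3. These intervals cover counting error only, because PCR copies of a molecule are not independent. The smallest level the depth can show, 3 counts, was 0.684 to 0.963 CPM (counts scaled to the library's miRNA total) in db/db libraries and 1.43 to 2.40 in db/m libraries. MiR-1a-3p alone took 33.3% ± 1.98 (SD, n = 3) of the miRNA counts in db/db and 29.3% ± 1.58 (SD, n = 3) in db/m. Each library was counted as a separate sample, as labelled, and no pair of replicates had counts within sampling noise of each other (chi-square per degree of freedom 44.2 to 254 over the 6 pairs). Counts were normalized with edgeR's TMM method, which scales each library to the bulk of its miRNAs, and tested between the groups with edgeR's quasi-likelihood test. The paper's methods name edgeR and its cutoff, while the function, the normalization and any filter on low counts are not named in the paper's text. MiRNAs with too few counts were removed with edgeR's default filter, which left 294 of the 495 for testing.

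**Figure D1:**
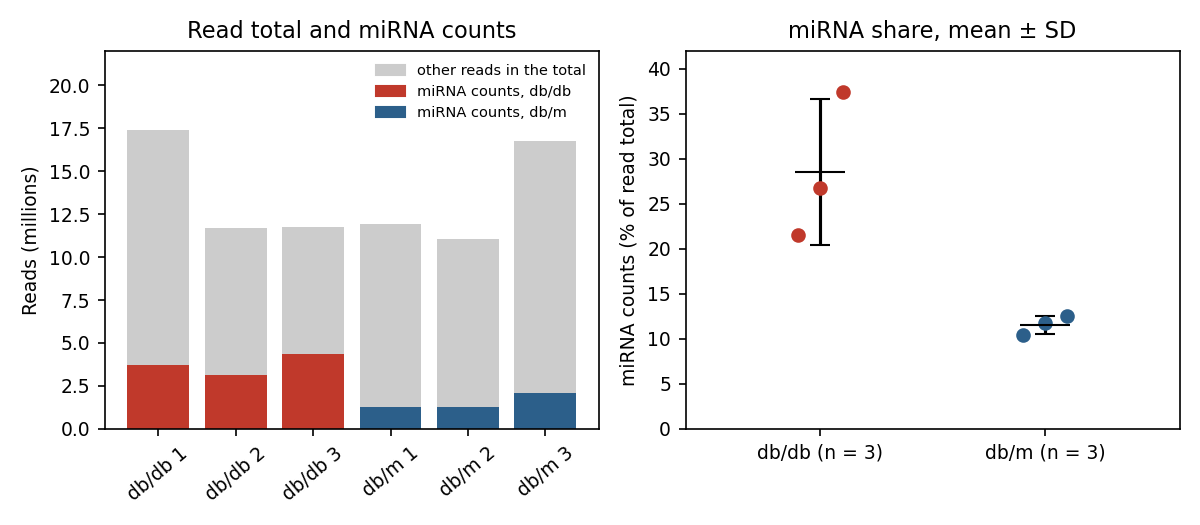
Left, the number of reads in each library, with the miRNA counts in color and the rest of the recovered read total in grey. Right, miRNA counts as a percentage of the read total for each mouse, with the mean and SD of each group: the 3 db/db mice lie above the 3 db/m mice, while the read totals of the groups overlap.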

First, we identified 52 DE-miRNAs (Fold Change ≥ 1.5, P < 0.05) in DCM (Table S5). 

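At the paper's cutoff, 30 of the tested miRNAs were DE-miRNAs, of which 12 were higher and 18 were lower in db/db mice. Without the fold change cutoff, 51 miRNAs had an unadjusted p under 0.05. After Benjamini-Hochberg adjustment of the quasi-likelihood test over all miRNAs tested, 5 remained with an adjusted p under 0.05, each at an adjusted p of 0.0310. MiR-30c-5p had 8733 ± 984 CPM (SD, n = 3) in db/db and 5184 ± 147 CPM (SD, n = 3) in db/m, a log2 fold change of 0.75 (standard error 0.11). MiR-192-5p, whose precursor lies between genes on chromosome 19 of GRCm38 (6264844 to 6264932), had a log2 fold change of 0.80 (standard error 0.14). The log2 fold change of miR-139-5p, from an intron of Pde2a on chromosome 7 (101475376 to 101475443), was 0.63 (standard error 0.11). MiR-215-5p, on chromosome 1 (185313581 to 185313692) in an exon of the antisense RNA 2010103J01Rik and opposite to an intron of Iars2, rose from 12.7 ± 1.07 CPM (SD, n = 3) in db/m to 33.1 ± 5.25 CPM (SD, n = 3) in db/db, a log2 fold change of 1.38 (standard error 0.24). The fifth, miR-696, was lower in db/db. The CPM values of the 2 groups did not overlap for 70 of the 294 miRNAs (23.8%, where chance gives 10% on average), and for 25 of the 30 DE-miRNAs. The miRNAs share the same 6 libraries, so chance alone can give a share far from 10%. The DE-miRNAs were chosen on the same counts, which favors groups that do not overlap. The paper's Table S5 lists 52 miRNAs, 19 of them higher and 33 lower. Of these, 39 entered the test and 13 were removed by the filter on low counts. All 39 changed in the paper's direction, and 29 passed the cutoff. Across these 39 miRNAs, which are not independent replicates, the log2 fold changes in the table and those computed here had a Spearman's rho of 0.998 and differed by at most 0.12. The remaining DE-miRNA, miR-208b-3p, is not in Table S5 and had an adjusted p of 0.201 in the quasi-likelihood test. Adjusted over the 39 listed miRNAs alone, 30 had an adjusted p under 0.05, but the list is the paper's own set of calls on the same libraries. Same-numbered libraries of the 2 groups came from different mice, yet their deviations from the group means were correlated (mean r = 0.23 across the 294 miRNAs). Other pairings of the libraries were not compared, so this value does not show that same-numbered libraries belong together. With the replicate number as a block in the test, 39 miRNAs passed the cutoff, 13 higher and 26 lower, the 30 among them, and 13 had an adjusted p under 0.05. With libraries scaled to their total miRNA counts without the TMM factors, 45 passed, 9 higher and 36 lower. The largest change came from taking the recovered read totals as library sizes, an alternative chosen after the RPM columns had been seen. The median log2 fold change of the 294 miRNAs then moved from 0.018 to 1.16, and 211 miRNAs passed the cutoff, 209 higher and 2 lower.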

According to these results, we predicted that the expression of hub genes was most likely regulated by miRNAs. Under this prediction, we constructed a co-expressed network between 55 hub genes and miRNAs through Cytoscape (Fig. 7A). These hub genes were linked together by shared miRNAs. 

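The miRNAs drawn in Fig. 7A and Fig. 8 number 15, and 12 of them had enough counts to enter the test. All 12 were lower in db/db mice and 11 passed the cutoff, or 12 of the 12 with the replicate number as a block. MiR-696 (GCGTGTGCTTGCTGTGGG), which matches no precursor annotated in GENCODE M21, had 1.10 ± 0.853 CPM (SD, n = 3) in db/db and 8.61 ± 1.17 CPM (SD, n = 3) in db/m, from 1 to 7 and 10 to 23 counts per library. Its log2 fold change was −2.90 (standard error 0.48). The 1 count, in db/db mouse 2, lies under the smallest level the depth can show, 3 counts. The size of this change is therefore uncertain. Without that mouse, the log2 fold change was −2.55. MiR-7225-5p (ACGTAGACTGTGTAGAAGCC) comes from a precursor on chromosome 3 of GRCm38 (97690509 to 97690562) that overlaps an exon of Pde4dip on the same strand. It fell from 375 ± 85.9 CPM (SD, n = 3) to 98.2 ± 47.3 CPM (SD, n = 3), a log2 fold change of −1.93 (standard error 0.40) with an adjusted p of 0.0645 from the quasi-likelihood test. The precursor of miR-708-3p (CAACTAGACTGTGAGCTTCTAG) lies in an intron of Tenm4 on chromosome 7 (96249424 to 96249532). This miRNA had 6.23 ± 3.40 CPM (SD, n = 3) in db/db and 21.3 ± 10.5 CPM (SD, n = 3) in db/m, and its log2 fold change was −1.81 (standard error 0.51). For miR-690 the log2 fold change was −1.39 (standard error 0.52), and for miR-3470b it was −1.46 (standard error 0.62). MiR-3470a, with a log2 fold change of −1.38 (standard error 0.62), did not pass at an unadjusted p of 0.0603. Between the db/db mice these last miRNAs varied widely, with miR-3470b at 325 ± 272 CPM (SD, n = 3) against 894 ± 104 CPM (SD, n = 3) in db/m. When each mouse was left out in turn, miR-696 and miR-7225-5p passed the cutoff in 6 of 6 fits, miR-708-3p in 5, miR-690 in 3, and miR-3470a and miR-3470b in 2 each. Over all 294 miRNAs, only miR-696 had an adjusted p under 0.05 without the block, while with the block miR-7225-5p did as well (adjusted p = 0.00533 from the quasi-likelihood test). Adjusted over the 12 alone and without the block, 10 did, although the network was drawn from the paper's own calls on these libraries. Most of the 15 were rare: 10 had fewer than 25 counts in every library, as did 226 of the 495 miRNAs in the table (45.7%). Scaled to the recovered read totals, the 12 stayed lower in db/db, with log2 fold changes from −1.88 to −0.44, and 2 passed the cutoff. These were miR-696, at 0.276 ± 0.168 against 1.07 ± 0.264 RPM (SD, n = 3 each), and miR-7225-5p, at 23.9 ± 6.33 against 45.2 ± 6.30 RPM (SD, n = 3 each). From the DE-miRNAs, the paper predicts that miRNAs regulate the hub genes. It then joins each hub gene to DE-miRNAs that were negatively correlated with it and had a predicted binding site, and proposes that these miRNAs may promote DCM through metabolic pathways and hub gene expression.

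**Figure D2:**
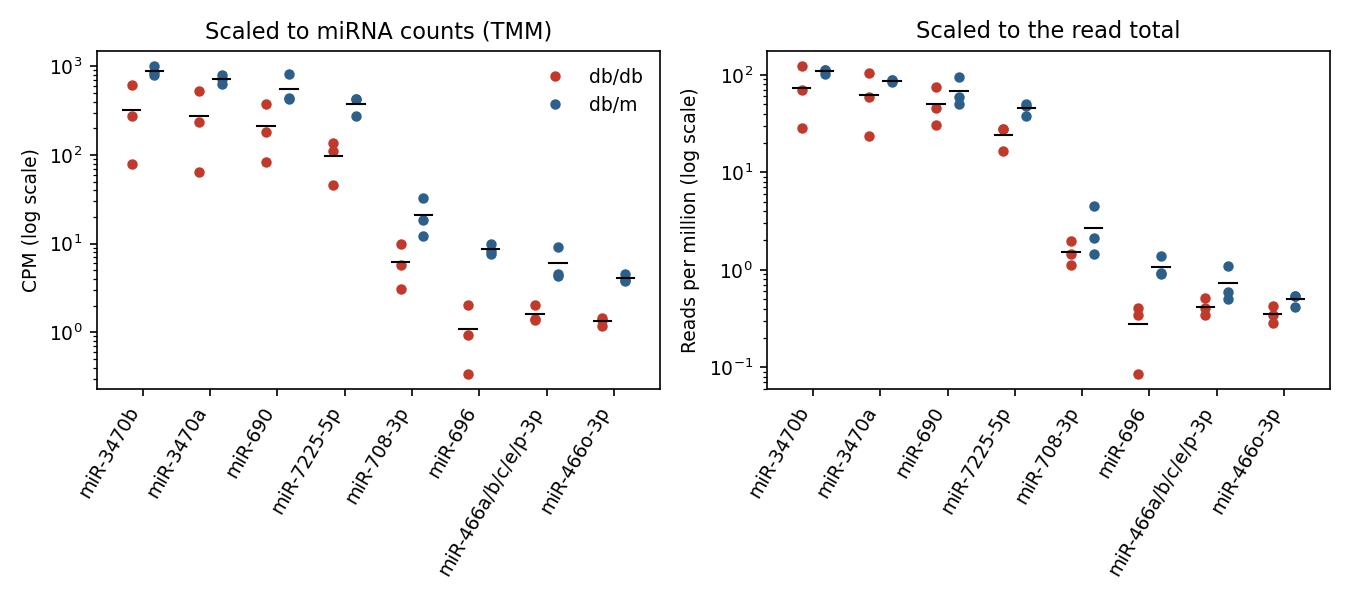
Levels of the network miRNAs that entered the test in each mouse on log scales, as CPM after TMM normalization (left) and as RPM relative to the recovered read total (right), with a line at each group mean. The 5 miR-466 miRNAs with identical counts are drawn once. On the left no db/db mouse reaches the lowest db/m mouse, while on the right only miR-696 and miR-7225-5p keep the groups apart.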

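Of the 15 network miRNAs, 6 belong to the miR-466 family, and the table holds 11 distinct sets of counts for the 15. MiR-466a-3p and miR-466e-3p share the mature sequence TATACATACACGCACACATAAGA, and miR-466b-3p, miR-466c-3p and miR-466p-3p share ATACATACACGCACACATAAGA. These 5 miRNAs had identical counts in every library, 4 to 7 in db/db and 6 to 12 in db/m, so their reads cannot be assigned to a single member. Their matching precursors, 14 for the longer and 15 for the shorter sequence, lie on chromosome 2 of GRCm38 between 10474219 and 10507990, in an intron of Sfmbt2 (10370510 to 10595253). The shared counts corresponded to 1.60 ± 0.367 CPM (SD, n = 3) in db/db and 6.00 ± 2.76 CPM (SD, n = 3) in db/m, a log2 fold change of −1.83 (standard error 0.44). MiR-466o-3p (TACATACATGCACACATAAGAC), from the same intron (10472540 to 10472623), had a log2 fold change of −1.58 (standard error 0.35) from 4 to 5 counts in db/db and 5 to 9 in db/m. When each mouse was left out in turn, the miRNAs with the shared counts passed the cutoff in 6 of 6 fits, and miR-466o-3p passed in each of the 3 fits it entered. With miRNAs of equal counts collapsed before testing, 7 of 8 network entries passed the cutoff. Binding to the 5 hub genes was examined on the longest protein-coding transcript of each (Tnnc1, 721 nt; Pln, 2334 nt; Fabp3, 823 nt; Popdc2, 2169 nt; Trim63, 1886 nt) with the duplex energies of ViennaRNA, because RNAhybrid was not run here. At the paper's energy threshold of −20, taken in kcal/mol, 30 of the 75 pairs of a network miRNA and a hub transcript passed (40.0%), and 8 of the 15 miRNAs passed on at least 1 transcript. The same 8 passed on 2 or more transcripts, and 3 passed on all 5. Among the 495 miRNAs of the table, 1089 of 2475 pairs passed (44.0%) and 353 miRNAs passed on at least 1 transcript. A stricter search required a site that can pair with positions 2 to 8 of the miRNA, with G:U allowed. The energy was then taken in a window around that site. By this search, 8 of the 75 network pairs passed (10.7%) and 12.8% of all pairs. The duplex within the window was not forced to pair at these positions. The lowest energy was −32.8 kcal/mol, for miR-3470b on Trim63. None of the 6 miR-466 miRNAs reached the threshold, the lowest being −16.0 kcal/mol for miR-466o-3p on Pln, and miR-7225-5p reached −18.0 kcal/mol on Tnnc1. The energies include a penalty for starting a duplex and may not equal those of the paper's tool.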

Next, we performed KEGG enrichment analysis to determine the functional role of these miRNAs in the pathogenesis of DCM. The results show that the target genes of these miRNAs were mainly involved in the TGF-β signaling pathway and Wnt signaling pathway (Fig. 7B). Moreover, GO BP enrichment analysis found that these miRNAs participated in the signaling of TGF-β and glucose homeostasis (Fig. 7C). Collectively, these results suggest that these miRNAs may promote the DCM process by affecting metabolic pathways and hub gene expressions.

**Figure 7:**
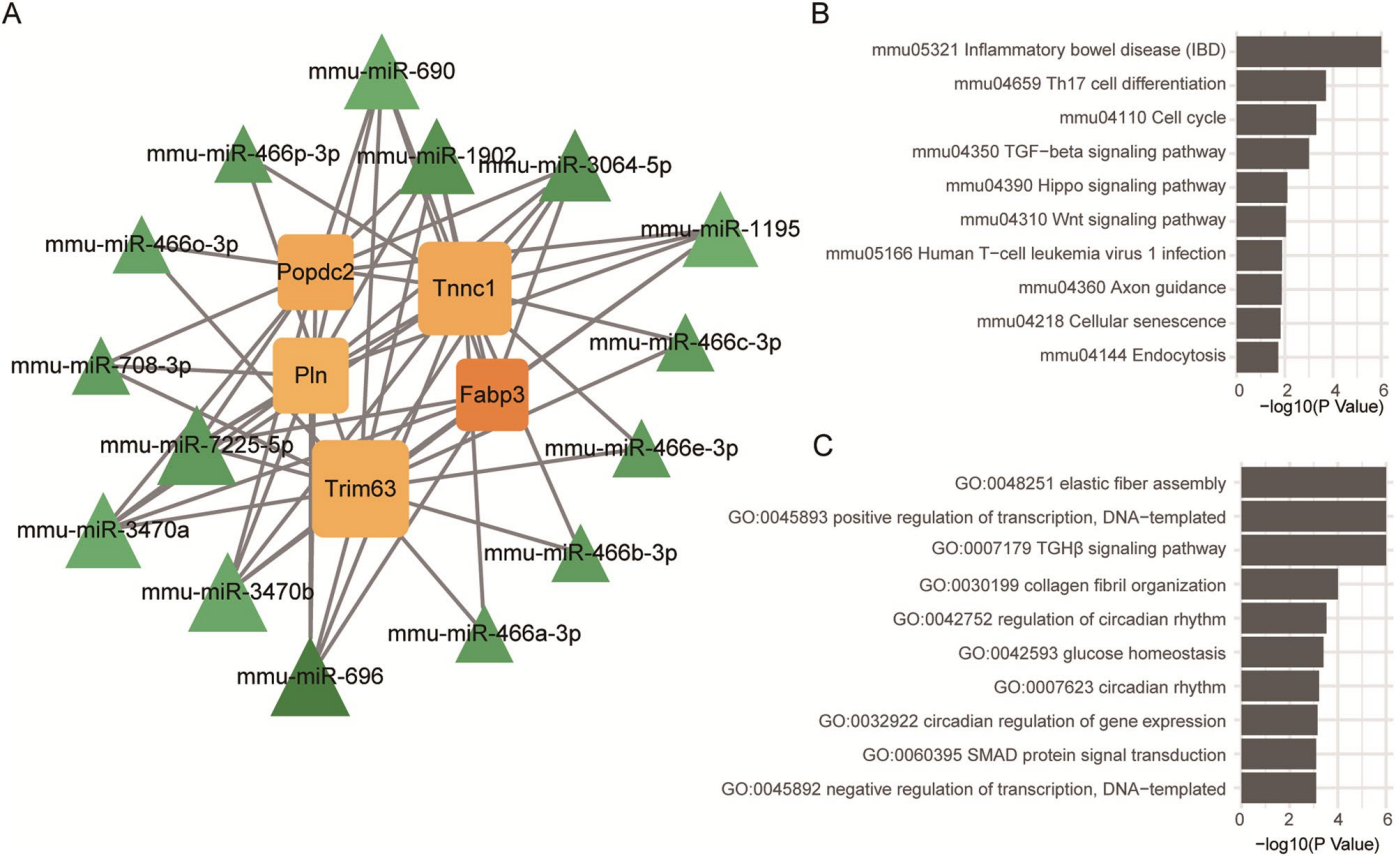
mRNA-miRNA co-expression network. (**A**) mRNA-miRNA co-expressed network constructed by Cytoscape. (**B**) Potential regulatory KEGG pathway of miRNAs from the mRNA-miRNA co-expressed network. (**C**) Potential regulatory GO BP of miRNAs from the mRNA-miRNA co-expressed network.

### Construction of CeRNA networks

Subsequently, according to the ceRNA hypothesis, we constructed ceRNA networks based on mRNA-miRNA co-expression network and related lncRNAs (Fig. 8). This network comprises 48 nodes and 517 edges and consists of five hub genes, 24 lncRNAs, and 15 miRNAs. 

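The network's 3 other miRNAs, miR-3064-5p, miR-1902 and miR-1195, had 19, 17 and 36 counts over the 6 libraries and were removed by the filter on low counts. Fitted without that filter, they were also lower in db/db mice, as were the rest of the 15. MiR-3064-5p (TCTGGCTGTTGTGGTGTGCAAA), whose precursor overlaps an exon of Ddx5 on chromosome 11 of GRCm38 (106782693 to 106782759), had 1 to 3 counts in the db/db libraries. It was thus at or under the smallest level the depth can show there, and with 2 to 7 counts in db/m also under that level in 1 db/m library, so no fold change is given (adjusted p = 0.194 from the quasi-likelihood test over 495 miRNAs). MiR-1902 (AGAGGTGCAGTAGGCATGACTT), from a precursor over an exon of Hipk3 on chromosome 2 (104428861 to 104428940), was counted 5, 0 and 0 times in db/db and 6, 1 and 5 times in db/m. This corresponded to 0.482 ± 0.835 and 2.47 ± 1.89 CPM (SD, n = 3 each), with overlapping groups. The db/db level rests on mouse 1 alone, so no fold change is given for miR-1902 either. MiR-1195 (TGAGTTCGAGGCCAGCCTGCTCA) lies on chromosome 17 (70860503 to 70860600). Its 9, 5 and 3 counts in db/db and 7, 6 and 6 in db/m corresponded to 1.67 ± 0.948 and 4.15 ± 1.39 CPM (SD, n = 3 each), again with overlapping groups. Its log2 fold change of −1.27 (standard error 0.58) had an adjusted p of 0.335 in the same fit. With sets of equal counts taken once, the network miRNAs together made up 0.0864% of the miRNA counts in db/db libraries and 0.274% in db/m libraries.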

Annotations of lncRNAs in ceRNA-network are shown in Table S6.

**Figure 8:**
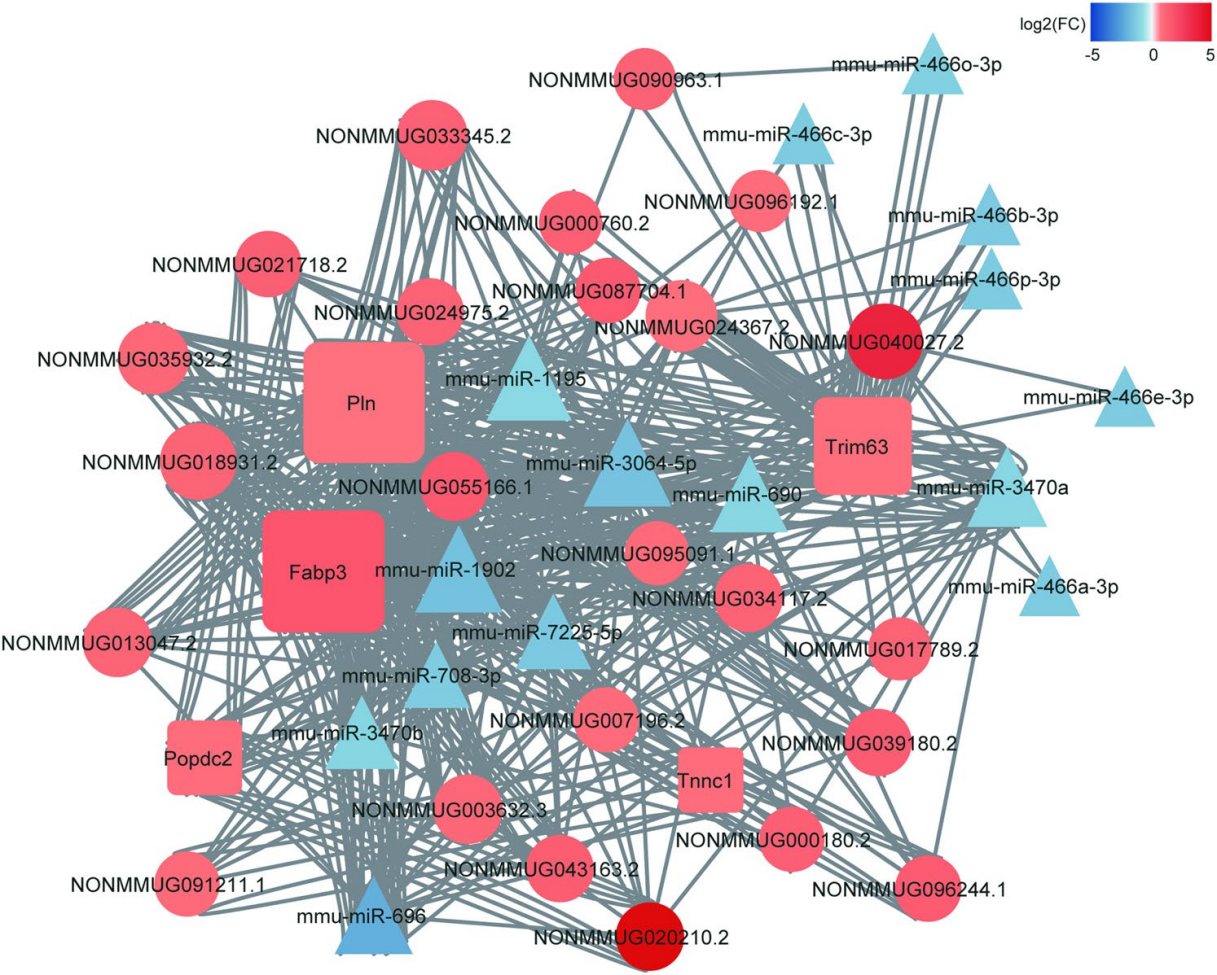
Construction of ceRNA Networks. The color intensity in each node represents the fold change of the gene in DCM, compared to control non-tumor samples (up-regulation of a gene is shown in red and down-regulation of a gene is shown in blue). The size of the circle is proportional to the score of ceRNA network.

## Discussion

RNA-seq results have identified 3102 DEGS, 1135 DE-lncRNAs, and 52 DE-miRNAs between DCM mice and control. Among the DEGs, we found that up-regulated DEGs are mainly associated with oxygen metabolism, diabetes, and other pathways related to metabolic disease, consistent with previous studies^39,40^. Conversely, down-regulated DEGs are correlated to the immunity-related pathway. Recently, senolytic agents and stem cell therapy demonstrated highly promising treatments for DCM^41,42^. We found abnormal expression in an abundant of cell senescence-related genes in DCM, indicating the close association and impact of senescence on DCM^43^. Additionally, among 5 genes related to myocardial repair in mice (Hdac4, Mesp1, Ngf, Pim1, and Yap1), Ngf and Pim1 were significantly down-regulated, implying a decreased repair ability of cardiomyocytes in DCM and suggesting a potential treatment target to restore repairment in DCM.

In addition, we further performed immune cell infiltration analysis and revealed that activation of CD8^+^ T cells plays a predominant role in the development of DCM. Therefore, the development of diabetes is associated with abnormalities in the immune system. However, the role of immune cells in diabetic myocarditis is still unclear. T lymphocyte infiltration into the myocardium has been observed in a left coronary artery occlusion-induced murine myocardial infarction model and a transverse aortic constriction-induced murine pressure overload model^44^. Tang et al.^45^ reported that CD8^+^ T cells in ischemic failing human hearts may contribute to the progression of heart failure. Abdullah et al.^46^ showed that conditional T-cell sS1p1 knockout mice that exhibited sustained deficiency of both CD4^+^ and CD8^+^ T cells, had improved cardiac function and alleviated cardiac fibrosis after 11 weeks of diabetic induction, indicating that T cell Ss1p1 activation exacerbates fibrosis under hyperglycemia. Although current knowledge supports that CD4^+^ T cells play a more important role in the development of DCM, mainly via the subtype of CD4^+^Foxp3^+^ T cells^47^, we speculate that CD8^+^ T cells may be involved in the development of DCM via the following mechanisms: (1) CD8^+^ T cell can directly damage cardiomyocytes via its cytotoxicity effect; (2) CD8^+^ T cell can regulate macrophage migration via stimulating the production of nitric oxide; (3) CD8^+^ T cell can up-regulate CD11b, CD64, and CD62L on neutrophils mainly through the secretion of inflammatory factors and resultantly maintain their survival.

The current study focuses on individual diabetic complications. We analyzed the differences between tissues affected by diabetic complications by comparing them with public databases. As expected, there were differences in pathways and immune cell infiltration for each complication abnormality. We further clarified the key genes and key modules responsible for DCM by WGCNA, which were mostly differentially expressed in DCM and normally expressed in other diabetic complications. Enrichment analysis showed that up-regulation of genes related to DCM in key modules were mainly involved in calcium signaling, senescence pathways and hypertrophy related pathways, consistent with our previous comparison on DCM with DPN and DN. A recent study implementing RNA sequencing on STZ mice type 2 diabetes DCM model demonstrated that these pathways were down-regulated, which comments on the different underlying pathogenic mechanisms in type 2 diabetes, such as insulin resistance for db/db mice and islet β-cell reduction in STZ mice, that may influence DCM^48^.

Furthermore, we identified and validated 5 hub genes (Tnnc1, Pln, Fabp3, Popdc2, and Trim63) from the DCM-related key module. Mutations in Tnnc1, a complex that is known as Cardiac Troponin C and contains the component, troponin C, was confirmed to be associated with hypertrophic or dilated cardiomyopathy^49,50^. Pln is a 52-amino acid sarcoplasmic reticulum (SR) membrane protein expressed abundantly in cardiac muscle and a crucial regulator of cardiac function by modulating the rate of cardiac relaxation and size of the SR Ca2+ store^51,52^. Increased expression of Pln has been identified to reduce cardiac contractility and correlates with the over-expression of NF-SLN, raising the possibility that induced expression of SLN in human hearts can impair cardiac function^53,54^. Jia et al.^55^ also reported that the expression of Pln was significantly increased in a time-dependent manner in diabetic groups. Fatty acid-binding protein 3 (Fabp3) participates in cell metabolism by binding free long-chain fatty acids (LCFAs) and transporting them for cell metabolism^56^. Fabp3-defect exacerbates cardiac hypertrophy and heart dysfunction, but over-expression of Fabp3 can up-regulate the phosphorylation of the MAPK signaling pathway and decrease phosphorylated Akt levels, which may account for the augmentation of apoptosis and remodeling after myocardial infarction^57,58^. Popdc2, one of the Popeye domain-containing (Popdc) gene families, was highly expressed particularly in the sinoatrial node of the mouse and represented as a novel arrhythmia gene for cardiac conduction disorders^59,60^. A recent study^61^ showed that Popdc2 was a fasting-induced gene, which suggests that the abnormal expression of popdc2 may be related to blood glucose. Trim63, also known as MuRF1, was significantly increased not only in cardiac muscle of diabetic mice, but also in diabetic limb muscle and STZ-Diabetes^62,63^. Previous studies have demonstrated that abnormalities in these genes were strongly associated with the development of diabetes or cardiovascular disease. Our results classify these genes as key factors in the pathogenesis of DCM and potential drug targets for DCM treatment. However, there are only a few reports on the regulation of these genes with miRNA or ceRNA, except Trim63^64^.

In this study, we first reported the potential regulatory network among DCM hub genes, DCM-related miRNAs, and ceRNA networks. Most of these miRNAs, such as miR-3064-5p^65^, miR-690^66^, miR-1195^67,68^, miR-696^69,70^, miR-708-3p^71^, miR-7225-5p^72^, miR-466 (including miR-466b-3p, miR-466c-3p, miR-466p-3p, miR-466a-3p, miR-466e-3p, miR-466o-3p)^73^, have been reported to be involved in diabetes or cardiovascular disease. This supports our speculation that these miRNAs may play an important role in DCM. On the other hand, most lncRNAs in the ceRNA network have yet identified to be participating in cardiovascular pathology. More in-depth research will be worth conducting to address the involvement of lncRNAs.

## Conclusion

Overall, we systematically analyzed the characteristics of both mRNA and noncoding expression profiles in DCM. We identified the potential mechanisms and the hub genes in DCM pathogenesis, namely Phospholamban (Pln), Fatty acid binding proteins 3 (Fabp3), Tripartite Motif-containing Protein 63 (Trim63), Popeye domain containing 2 (Popdc2), and Troponin C1 (Tnnc1). Additionally, we also found potential mRNA-miRNA and ceRNA networks in DCM. Our results shed light on further studies of DCM pathogenesis and on the discovery of DCM therapeutic targets.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

Supplementary Information 10.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the GEO datasets repository under accession GSE211108 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211108], GSE211107 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211107], and GSE211106 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211106].

## References

[1] Lee MMY, McMurray JJV, Lorenzo-Almorós A, Kristensen SL, Sattar N, Jhund PS (2019). Diabetic cardiomyopathy. Heart.

[2] Borghetti G, Von Lewinski D, Eaton DM, Sourij H, Houser SR, Wallner M (2018). Diabetic cardiomyopathy: Current and future therapies. Beyond glycemic control. Front. Physiol..

[3] Lorenzo-Almorós A, Tuñón J, Orejas M, Cortés M, Egido J, Lorenzo O (2017). Diagnostic approaches for diabetic cardiomyopathy. Cardiovasc. Diabetol..

[4] Gulsin GS, Athithan L, McCann GP (2019). Diabetic cardiomyopathy: Prevalence, determinants and potential treatments. Ther. Adv. Endocrinol..

[5] Fernandes JCR, Acuña SM, Aoki JI, Floeter-Winter LM, Muxel SM (2019). Long non-coding RNAs in the regulation of gene expression: Physiology and disease. Noncoding RNA.

[6] Palazzo AF, Lee ES (2015). Non-coding RNA: What is functional and what is junk?. Front. Gene.

[7] Filardi T, Catanzaro G, Mardente S, Zicari A, Santangelo C, Lenzi A, Morano S, Ferretti E (2020). Non-coding RNA: Role in gestational diabetes pathophysiology and complications. Int. Mol. Sci..

[8] He J, Li X, Zhang Y, Zhang Q, Li L (2021). Comprehensive analysis of ceRNA regulation network involved in the development of coronary artery disease. BioMed. Res. I.

[9] Qi X, Zhang DH, Wu N, Xiao JH, Wang X, Ma W (2015). ceRNA in cancer: Possible functions and clinical implications. J. Med. Gene.

[10] Zhou RS, Zhang EX, Sun QF, Ye ZJ, Liu JW, Zhou DH, Tang Y (2019). Integrated analysis of lncRNA-miRNA-mRNA ceRNA network in squamous cell carcinoma of tongue. BMC Cancer.

[11] Ma N, Tie C, Yu B, Zhang W, Wan J (2020). Identifying lncRNA-miRNA-mRNA networks to investigate Alzheimer’s disease pathogenesis and therapy strategy. Aging.

[12] Zhou X, Zhang W, Jin M, Chen J, Xu W, Kong X (2017). lncRNA MIAT functions as a competing endogenous RNA to upregulate DAPK2 by sponging miR-22-3p in diabetic cardiomyopathy. Cell Death Dis..

[13] Feng Y, Xu W, Zhang W, Wang W, Liu T, Zhou X (2019). LncRNA DCRF regulates cardiomyocyte autophagy by targeting miR-551b-5p in diabetic cardiomyopathy. Theranostics.

[14] Yang F, Qin Y, Lv J, Wang Y, Che H, Chen X (2018). Silencing long non-coding RNA Kcnq1ot1 alleviates pyroptosis and fibrosis in diabetic cardiomyopathy. Cell. Death Dis..

[15] Ni T, Huang X, Pan S, Lu Z (2021). Inhibition of the long non-coding RNA ZFAS1 attenuates ferroptosis by sponging miR-150-5p and activates CCND2 against diabetic cardiomyopathy. J. Cell. Mol. Med..

[16] Hou J, Zheng D, Zhong G, Hu Y (2013). Mangiferin mitigates diabetic cardiomyopathy in streptozotocin-diabetic rats. Can. J. Physiol. Pharmacol..

[17] Hinder LM, Park M, Rumora AE, Hur J, Eichinger F, Pennathur S (2017). Comparative RNA-Seq transcriptome analyses reveal distinct metabolic pathways in diabetic nerve and kidney disease. J. Cell. Mol. Med..

[18] Abouelkhair MA (2020). Non-SARS-CoV-2 genome sequences identified in clinical samples from COVID-19 infected patients: Evidence for co-infections. PeerJ.

[19] Kim T, Seo HD, Hennighausen L, Lee D, Kang K (2018). Octopus-toolkit: A workflow to automate mining of public epigenomic and transcriptomic next-generation sequencing data. Nucleic Acids Res..

[20] Zhao L, Wang J, Li Y, Song T, Wu Y, Fang S (2021). NONCODEV6: An updated database dedicated to long non-coding RNA annotation in both animals and plants. Nucleic Acids Res..

[21] Frankish A, Diekhans M, Jungreis I, Lagarde J, Loveland JE, Mudge JM (2021). GENCODE 2021. Nucleic Acids Res..

[22] Kim J, Lim H, Moon B, Ang M, Kim S, Moon C (2021). Epigenetic mechanisms involved in the neuroprotective effect of scorpion extract in a Parkinson's disease murine model based on multi-omics approach. J. Tradit. Chin. Med..

[23] Kalvari I, Nawrocki EP, Ontiveros-Palacios N, Argasinska J, Lamkiewicz K, Marz M, Griffiths-Jones S, Toffano-Nioche C, Gautheret D, Weinberg Z (2021). Rfam 14: Expanded coverage of metagenomic, viral and microRNA families. Nucleic Acids Res..

[24] Friedländer MR, MacKowiak SD, Li N, Chen W, Rajewsky N (2012). MiRDeep2 accurately identifies known and hundreds of novel microRNA genes in seven animal clades. Nucleic Acids Res..

[25] Zhang B, Horvath S (2005). A general framework for weighted gene co-expression network analysis. Stat. Appl. Genet. Mol. Biol..

[26] Qin Q, Fang DL, Zhou W, Meng Y, Wei J (2021). Classification and immune invasion analysis of breast cancer based on m6A genes. Ann. Transl. Med..

[27] Deng X, Bi Q, Chen S, Chen X, Li S, Zhong Z (2021). Identification of a five-autophagy-related-lncRNA signature as a novel prognostic biomarker for hepatocellular carcinoma. Front. Mol. Biosci..

[28] Kanehisa M, Sato Y, Kawashima M, Furumichi M, Tanabe M (2016). KEGG as a reference resource for gene and protein annotation. Nucleic Acids Res..

[29] Kanehisa M, Goto S (2020). KEGG: Kyoto encyclopedia of genes and genomes. Nucleic Acids Res..

[30] Yu G, Wang LG, Han Y, He QY (2012). ClusterProfiler: An R package for comparing biological themes among gene clusters. OMICS.

[31] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. PNAS.

[32] Zhao M, Chen L, Qu H (2016). CSGene: A literature-based database for cell senescence genes and its application to identify critical cell aging pathways and associated diseases. Cell Death Dis..

[33] Kang W, Jin T, Zhang T, Ma S, Yan H, Liu Z, Ji Z, Cai Y, Wang S, Song M, Ren J, Hu B, Zhou Q, Zhang W, Qu J, Bao Y, Liu GH (2022). Regeneration Roadmap: Database resources for regenerative biology. Nucleic Acids Res..

[34] Xiao B, Liu L, Li A, Xiang C, Wang P, Li H, Xiao T (2020). Identification and verification of immune-related gene prognostic signature based on ssGSEA for osteosarcoma. Front. Oncol..

[35] Zhang L, Zhao Y, Dai Y, Cheng JN, Gong Z, Feng Y (2018). Immune landscape of colorectal cancer tumor microenvironment from different primary tumor location. Front. Immunol..

[36] Chen Z, Huang A, Sun J, Jiang T, Qin FXF, Wu A (2017). Corrigendum: Inference of immune cell composition on the expression profiles of mouse tissue. Sci. Rep..

[37] Kang JQ, Song YX, Liu L, Lu Y, Tian J, Hu R, Wang X, Liu XQ (2021). Identification of key genes in type 2 diabetes-induced erectile dysfunction rats with stem cell therapy through high-throughput sequencing and bioinformatic analysis. Andrologia.

[38] Zhang Q, Wang JY, Zhou SY, Yang SJ, Zhong SL (2019). Circular RNA expression in pancreatic ductal adenocarcinoma. Oncol. Lett..

[39] Isfort M, Stevens SCW, Schaffer S, Jong CJ, Wold LE (2014). Metabolic dysfunction in diabetic cardiomyopathy. Heart Fail. Rev..

[40] Battiprolu PK, Lopez-Crisosto C, Wang ZV, Nemchenko A, Lavandero S, Hill JA (2013). Diabetic cardiomyopathy and metabolic remodeling of the heart. Life Sci..

[41] Salerno N, Marino F, Scalise M, Salerno L, Molinaro C, Filardo A (2022). Pharmacological clearance of senescent cells improves cardiac remodeling and function after myocardial infarction in female aged mice. Mech. Ageing Dev..

[42] Salerno N, Salerno L, Marino F, Scalise M, Chiefalo A, Panuccio G (2022). Myocardial regeneration protocols towards the routine clinical scenario: An unseemly path from bench to bedside. EClinicalMedicine.

[43] Marino F, Scalise M, Salerno N, Salerno L, Molinaro C, Cappetta D (2022). Diabetes-induced cellular senescence and senescence-associated secretoryphenotype impair cardiac regeneration and function independently of age. Diabetes.

[44] Hofmann U, Frantz S (2015). Role of lymphocytes in myocardial injury, healing, and remodeling after myocardial infarction. Circ. Res..

[45] Tang TT, Zhu YC, Dong NG, Zhang S, Cai J, Zhang LX (2019). Pathologic T-cell response in ischaemic failing hearts elucidated by T-cell receptor sequencing and phenotypic characterization. Eur. Heart J..

[46] Abdullah CS, Jin ZQ (2018). Targeted deletion of T-cell S1P receptor 1 ameliorates cardiac fibrosis in streptozotocin-induced diabetic mice. Faseb J..

[47] Abdullah CS, Li Z, Wang X, Jin ZQ (2016). Depletion of T lymphocytes ameliorates cardiac fibrosis in streptozotocin-induced diabetic cardiomyopathy. Int. Immunopharmacol..

[48] Marino F, Salerno N, Scalise M, Salerno L, Torella A, Molinaro C (2023). Streptozotocin-induced type 1 and 2 diabetes mellitus mouse models show different functional, cellular and molecular patterns of diabetic cardiomyopathy. Int. J. Mol. Sci..

[49] Li MX, Hwang PM (2015). Structure and function of cardiac troponin C (TNNC1): Implications for heart failure, cardiomyopathies, and troponin modulating drugs. Gene.

[50] Landstrom AP, Parvatiyar MS, Pinto JR, Marquardt ML, Bos JM, Tester DJ (2008). Molecular and functional characterization of novel hypertrophic cardiomyopathy susceptibility mutations in TNNC1-encoded troponin C. J. Mol. Cell. Cardiol..

[51] Tada M, Kadoma M (1989). Regulation of the Ca2+ pump atpase by cAMP-dependent phosphorylation of phospholamban. BioEssays.

[52] Kiriazis H, Kranias EG (2000). Genetically engineered models with alterations in cardiac membrane calcium-handling proteins. Annu. Rev. Physiol..

[53] Kadambi VJ, Ponniah S, Harrer JM, Hoit BD, Dorn GW, Walsh RA (1996). Cardiac-specific overexpression of phospholamban alters calcium kinetics and resultant cardiomyocyte mechanics in transgenic mice. J. Clin. Investig..

[54] Asahi M, Otsu K, Nakayama H, Hikoso S, Takeda T, Gramolini AO (2004). Cardiac-specific overexpression of sarcolipin inhibits sarco(endo)plasmic reticulum Ca2+ ATPase (SERCA2a) activity and impairs cardiac function in mice. PNAS.

[55] Jia Z, Sun J, Li HZ, Li HX, Peng X, Shao HJ (2015). Decreased expression of calcium-sensing receptor involved in the progression of diabetic cardiomyopathy. Zhongguo Ying Yong Sheng Li Xue Za Zhi.

[56] Lee SM, Lee SH, Jung Y, Lee Y, Yoon JH, Choi JY (2020). FABP3-mediated membrane lipid saturation alters fluidity and induces ER stress in skeletal muscle with aging. Nat. Commun..

[57] Zhuang L, Li C, Chen Q, Jin Q, Wu L, Lu L (2019). Fatty acid-binding protein 3 contributes to ischemic heart injury by regulating cardiac myocyte apoptosis and MAPK pathways. Am. J. Physio-Heart Circ. Physiol..

[58] Zhuang L, Mao Y, Liu Z, Li C, Jin Q, Lu L (2021). FABP3 deficiency exacerbates metabolic derangement in cardiac hypertrophy and heart failure via PPARα pathway. Front. Cardiovasc. Med..

[59] Froese A, Brand T (2008). Expression pattern of Popdc2 during mouse embryogenesis and in the adult. Dev. Dyn..

[60] Rinné S, Ortiz-Bonnin B, Stallmeyer B, Kiper AK, Fortmüller L, Schindler RFR (2020). POPDC2 a novel susceptibility gene for conduction disorders. J. Mol. Cell. Cardiol..

[61] Defour M, Michielsen CCJR, O’donovan SD, Afman LA, Kersten S (2020). Transcriptomic signature of fasting in human adipose tissue. Physiol. Genom..

[62] van Luteren E, Moyer M (2009). Gene expression profiling in the type 1 diabetes rat diaphragm. PLoS ONE.

[63] O’Neill BT, Bhardwaj G, Penniman CM, Krumpoch MT, Suarez Beltran PA, Klaus K (2019). FOXO transcription factors are critical regulators of diabetes-related muscle atrophy. Diabetes.

[64] Gerlinger-Romero F, Yonamine CY, Junior DCP, Esteves JVDC, Machado UF (2017). Dysregulation between TRIM63/FBXO32 expression and soleus muscle wasting in diabetic rats: Potential role of miR-1-3p, -29a/b-3p, and -133a/b-3p. Mol. Cell. Biochem..

[65] Yang W, Tu H, Tang K, Huang H, Ou S, Wu J (2021). MiR-3064 in epicardial adipose-derived exosomes targets neuronatin to regulate adipogenic differentiation of epicardial adipose stem cells. Front. Cardiovasc. Med..

[66] Kim MZX (2019). The profiling and role of miRNAs in diabetes mellitus. J. Diabetes Clin. Res..

[67] Humphreys DT, Hynes CJ, Patel HR, Wei GH, Cannon L, Fatkin D (2012). Complexity of murine cardiomyocyte miRNA biogenesis, sequence variant expression and function. PLoS ONE.

[68] Xue J, Zhou D, Poulsen O, Hartley I, Imamura T, Xie EX (2018). Exploring miRNA-mRNA regulatory network in cardiac pathology in Na+/H+ exchanger isoform 1 transgenic mice. Physiol. Genom..

[69] Fang Z, Li P, Jia W, Jiang T, Wang Z, Xiang Y (2016). MiR-696 plays a role in hepatic gluconeogenesis in ob/ob mice by targeting PGC-1?. Int. J. Mol. Med..

[70] Aoi W, Naito Y, Mizushima K, Takanami Y, Kawai Y, Ichikawa H (2010). The microRNA miR-696 regulates PGC-1α in mouse skeletal muscle in response to physical activity. Am. J. Physiol. Endocrinol. Metab..

[71] Qu Y, Zhang J, Zhang J, Xiao W (2021). MiR-708-3p alleviates inflammation and myocardial injury after myocardial infarction by suppressing ADAM17 expression. Inflammation.

[72] Wang X, Song C, Zhou X, Han X, Li J, Wang Z (2017). Mitochondria associated MicroRNA expression profiling of heart failure. BioMed. Res. Int..

[73] Liu H, Chen X, Liang M, Qin H, Rong J, Yao JP (2014). Atrial fibrillation alters the microRNA expression profiles of the left atria of patients with mitral stenosis. BMC Cardiovasc. Disord..

# Supplementary material for: Identification of hub genes and potential ceRNA networks of diabetic cardiomyopathy
**Source:** Sci Rep. 2023 Jun 24;13:10258. doi: 10.1038/s41598-023-37378-5
**Supplement:** Supplementary file 5 — Supplementary Information 5.

**Table S2. The primers sequencing for qRT-PCR**

| Tnnc1-F | AGCTGCGGTAGAACAGTTGA |
| --- | --- |
| TnnC1-R | GCTCCTTGGTGCTGATGC |
| Pln-F | GAAGCCAAGACAGAAGCAGG |
| Pln-R | TGACAACAGGCAGCCAAAT |
| Popdc2-F | GACTGCGGAGACCGAATGT |
| Popdc2-R | CTGAGAAGAGGCGGGAGAT |
| Trim63-F | ATGGAAACGCTATGGAGAACC |
| Trim63-R | TTGGCAGGGCAGGATGA |
| Fabp3-F | CGGACTTATGAGAAGGAGGC |
| Fabp3-R | AATGTCAGAGGGGAAAACCA |
| m-GAPDH-S | TGAAGCAGGCATCTGAGGG |
| m-GAPDH-A | TGAAGTCGCAGGAGACAACC |

# Supplementary material for: Identification of hub genes and potential ceRNA networks of diabetic cardiomyopathy
**Source:** Sci Rep. 2023 Jun 24;13:10258. doi: 10.1038/s41598-023-37378-5
**Supplement:** Supplementary file 10 — Supplementary Information 10.

SUPPLEMENTARY FIGURE AND TABLE LEGENDS

Figure S1. The effect of different power values on the scale independence degree and mean connectivity of co-expression modules. Left: the X-axis reflects the soft-thresholding power and Y-axis reflects the scale-free topology model fit index. Right: the X-axis reflects the soft-thresholding power and Y-axis reflects the mean connectivity.
Figure S2. DCM model evaluation. A) Representative echocardiographic image. B) EF and FS quantification. All results are representative of at least three independent experiments. Values are presented as mean ± SD. *, p ≤ 0.05.
Figure S3. Differential expression cell senescence related genes and heart regeneration-related genes. A) Venn diagram showed the intersection of DE-mRNAs and cell senescence related genes. B) Venn diagram showed the intersection of DE-mRNAs and heart regeneration-related genes. 
Table S1. The 25 immune cells related signature.
Table S2. The primers sequences for qRT-PCR.
Table S3. DE-mRNAs and DE-lncRNAs.
Table S4. The detailed information of 5 hub genes 
Table S5. DE-miRNAs.
Table S6. The annotation of lncRNAs in ceRNA-network.

How the deposited data were processed for this re-analysis (not part of the article)

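MiRNA-seq of the left ventricle of 3 db/db and 3 db/m mice after 16 weeks was re-analysed from the authors' table of 495 mature miRNAs. The authors filtered the reads, screened them against Rfam, aligned them to mm10 with Bowtie and counted the reads on each miRNA with miRDeep2, and deposited these counts without normalization. The authors also deposited the same counts as RPM, scaled to a larger read total per library, in columns headed TPM, and no term for length entered these values. The read total of each library was computed here as the count divided by the deposited RPM value. The table held no columns of other samples and no repeated miRNA names, and the smallest sum of counts over the 6 libraries was 5, so the authors had already left out miRNAs below some limit that the paper's text does not name. Versions of the authors' miRNA-seq tools are not given in the paper's text. Groups were taken from the sample labels and the paper's methods. The labels number the mice 1 to 3 in each group, and only these numbers pair the libraries, since same-numbered libraries are different mice. No sequencing batch is given, so none could be modelled.

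Counts were tested in R 4.3.3 with edgeR 4.0.16. MiRNAs were kept by filterByExpr with its default minimum count of 10 and minimum total count of 15, libraries were normalized with TMM, and dispersion was estimated with estimateDisp. The groups were compared with glmQLFit and glmQLFTest, with the group as the only term. DE-miRNAs had a fold change of at least 1.5 in either direction and an unadjusted p under 0.05, which is the paper's cutoff, and p-values were also adjusted by the Benjamini-Hochberg method over all miRNAs tested. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. CPM are counts scaled to library size after TMM normalization, and means are given with the SD over the 3 mice of a group. The TMM factors were 0.925 to 0.968 in db/db libraries and 1.01 to 1.11 in db/m libraries. Single values were compared with exact permutation tests, whose smallest p for 3 mice against 3 is 0.1.

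The miRNAs named are those the paper names in its text, Fig. 7A and Fig. 8, the 5 DE-miRNAs with the smallest p in each direction, up to 6 miRNAs of Table S5 that are not DE-miRNAs here and up to 6 DE-miRNAs that Table S5 does not list, and the 5 miRNAs with the highest mean share of counts. Other names in the text were added after their values were seen: those of Table S5 miRNAs in the comparison with the paper's values, those of miRNAs matching many transcripts, and the members of genomic clusters. MiR-551b-5p, which the paper names, was not analysed here.

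Locations come from GENCODE release M21 for GRCm38, by an exact match of the mature sequence to annotated miRNA precursors, with positions counted from 1. Duplex energies were computed with ViennaRNA 2.7.2 on the longest protein-coding transcript of each hub gene, over windows of the transcript. Tables and exact tests used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and figures matplotlib 3.10.9.

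The alternatives were DESeq2's median-of-ratios size factors, total counts, upper-quartile factors, and TMM without the 5 most abundant miRNAs. Others were no filter, a filter of at least 10 counts in every library, edgeR's exact and likelihood ratio tests, DESeq2 1.42.0, limma 3.58.1 with voom, the replicate number as a block, collapsed miRNAs with equal counts, other thresholds, and leaving out each mouse in turn. Library sizes equal to the authors' read totals, and no filter together with the exact test, were added after the data had been seen.

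Depth set the precision of rare miRNAs. Sums of counts over the 6 libraries had a median of 131 over the table and 45 over the network miRNAs. The test was also run on 20 simulated datasets, drawn from the means and library sizes of the 294 tested miRNAs, with 200 miRNAs changed by a log2 fold change of 2 in either direction. It recovered 99.3% of the changed miRNAs at the paper's cutoff and 98.9% at an adjusted p under 0.05. The simulated changes were larger than those of most DE-miRNAs here and covered 200 of the 294 miRNAs. The recovery therefore does not give the power for smaller or fewer changes. In simulated data without any change, 4.88% of the unadjusted p-values were under 0.05 and 10.8 of the 294 miRNAs passed the paper's cutoff on average. The search for duplexes found 50 of 50 planted sites. RNA-seq, qPCR, echocardiography, and the correlations between miRNAs and hub genes were not analysed here, since the table holds miRNAs only.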

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

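The tests of read totals and of miR-208b-3p in this part were chosen only after those results had been seen.

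The share of a library's reads counted on miRNAs is not reported in the paper and differed between the groups. Its mean was 2.47 times as high in db/db as in db/m mice, 28.5% against 11.6%, with the 3 db/db mice above the 3 db/m mice (exact permutation test, p = 0.1, the smallest p this design allows). The depth of sequencing gave no account of the difference, because the mean read totals had a ratio of 1.03 and overlapped between the groups (exact permutation test, p = 0.7). A few abundant miRNAs gave none either, because the ratio of the mean shares was 2.32 without the 5 most abundant miRNAs, and the groups still did not overlap. Which RNAs make up the rest of each read total is not known from the table, so size selection, RNA quality or ligation during library preparation could not be tested, and no batch is given in the labels. The higher share may reflect the db/db condition, its high-fat diet or the handling of the libraries, and these cannot be told apart. The share matters for the other results because scaling to miRNA counts removes it, while scaling to read totals keeps it.

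MiR-208b-3p passed the paper's cutoff here and is not discussed in the paper. Its precursor lies on chromosome 14 of GRCm38 (54975700 to 54975776) in an intron of Myh7. It had 29, 24 and 51 counts in db/db and 7, 6 and 14 in db/m, which gave 9.53 ± 2.15 CPM and 5.30 ± 0.723 CPM (SD, n = 3 each) and a log2 fold change of 0.83 (standard error 0.30). The groups did not overlap, as chance alone gives in 10% of miRNAs. With each mouse left out in turn, its log2 fold change lay between 0.59 and 0.93, and it passed in 3 of the 6 fits. Being 1 of many miRNAs tested remains a candidate explanation, since its adjusted p in the quasi-likelihood test was 0.201. A composition effect that follows the miRNA share also remains. Within groups, its log2 CPM rose by 0.63 per unit of log2 miRNA share, which over the difference in log2 share of 1.27 between the groups amounts to 0.80, close to its log2 fold change. That slope rests on 3 libraries per group. A rise of miR-208b-3p in db/db hearts is therefore a hypothesis that cannot be told apart from these explanations.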

How the results depend on the processing

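All alternatives here were set before the data were examined, except library sizes equal to the read totals and the exact test without a filter, which were chosen after the data had been seen. For each change, the cause was not tested.

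Among 294 miRNAs, 30 passed the paper's cutoff, 12 higher and 18 lower, with 29 of Table S5 and 11 of the network among them, and 5 had an adjusted p under 0.05. All network miRNAs that entered a test stayed lower in db/db under every alternative, although between 1 and 13 of them passed the cutoff.

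Scaling moved the balance of directions most. With the read totals as library sizes, 211 miRNAs passed, 209 higher and 2 lower, with 15 of Table S5 and 2 of the network, and 194 had an adjusted p under 0.05. This scaling raised the median of all log2 fold changes by 1.14. Against that shift, the log2 fold changes of miR-106b-5p (0.18), miR-381-3p (0.32), miR-652-3p (0.57), miR-16-5p (0.66), miR-150-5p (0.78), miR-29b-3p (0.83), miR-214-3p (0.86), miR-133b-3p (0.91), miR-29a-3p (0.93) and miR-133a-3p (1.00) turned positive while staying below the median of 1.16. Of the 30 DE-miRNAs, 14 passed again in the same direction, and 6 changed sign, counted whether or not they passed. With total counts, which moved the median from 0.018 to −0.16, 45 passed, 9 higher (20.0%, against 40.0% with TMM) and 36 lower, and 9 had an adjusted p under 0.05. Under it miR-148a-3p (−0.15), miR-143-3p (−0.091) and miR-30a-5p (−0.0079) changed sign, each staying above that median. DESeq2's size factors left 0 with an adjusted p under 0.05 (53 at an unadjusted p under 0.05), and the signs of miR-148a-3p (−0.035) and miR-143-3p (−0.0026) changed, with the same values in DESeq2's Wald test, where 10 had an adjusted p under 0.05. The number was 2 with upper-quartile factors, where miR-133a-3p was at 0.0016, and 1 with TMM without the 5 most abundant miRNAs.

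Without a filter on low counts, 58 miRNAs passed, 21 higher and 37 lower, and 0 had an adjusted p under 0.05, against 77 at an unadjusted p under 0.05. Together with edgeR's exact test, 51 passed, 22 higher and 29 lower, and 12 had an adjusted p under 0.05. The filter of at least 10 counts in every library left 7 higher, 19 of Table S5, 3 of the network and 2 with an adjusted p under 0.05, and put miR-148a-3p at −0.069 and miR-143-3p at −0.039. It removes miRNAs that fell to low counts, including most of the network.

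The exact test and the likelihood ratio test each gave 14 miRNAs with an adjusted p under 0.05. With the replicate number as a block, 13 did and 39 passed the cutoff. The check of the pairing gave a mean correlation of 0.23, which was not compared with other pairings. Requiring an adjusted p under 0.05 at the fold change cutoff left 5, with 4 higher, 1 lower, 5 of Table S5 and 1 of the network, and an adjusted p under 0.1 was reached by 23. Without the fold change cutoff 51 passed, 28 of them higher. With equal counts collapsed, 7 network entries passed, since 1 entry stands for 5 miRNAs, and miR-148a-3p was at −0.0023. The table as deposited gave no separate value, because no name repeats in it.

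Across the 6 fits that each left out a mouse, the number passing ranged from 22 to 48, the number lower from 11 to 36, and those with an adjusted p under 0.05 from 0 to 4 (33 to 66 at an unadjusted p under 0.05). The log2 fold change of miR-133a-3p ranged from −0.37 to 0.025, of miR-148a-3p from −0.18 to 0.077 and of miR-143-3p from −0.10 to 0.12. Over all alternatives and 36 named miRNAs, 585 comparisons kept their direction and side of the cutoff, 32 lost the cutoff, 60 gained it and 28 changed sign. Without the scaling to read totals, 576 kept both, 23 lost the cutoff, 52 gained it and 18 changed sign.

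Depth limits the precision of rare miRNAs: 10 of the 15 network miRNAs had at most 23 counts in any library, and 3 of these did not enter the test.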

Differences from the paper's values

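The paper reports 52 DE-miRNAs, while 30 passed the same cutoff here. Of the alternatives set before the data were examined, total counts (45), no filter (58), the likelihood ratio test (36), the replicate block (39), no fold change cutoff (51), and the fits without db/db mouse 1 (45), db/db mouse 3 (38) or db/m mouse 2 (48) came within 1.5 times the paper's number. The other alternatives did not: DESeq2's size factors (33), upper-quartile factors (32), TMM without the 5 most abundant miRNAs (32), at least 10 counts in every library (21), the exact test (33), DESeq2's Wald test (29), limma-voom (31), collapsed counts (26), adjustment with the fold change cutoff (5), and the fits without db/db mouse 2 (22), db/m mouse 1 (25) or db/m mouse 3 (29). The exact test without a filter, chosen after seeing the values, gave 51, while library sizes equal to the read totals, also chosen after seeing the data, gave 211.

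Table S5 of the paper lists 19 miRNAs as higher in db/db, against 12 here. Upper-quartile factors (15), no filter (21), the replicate block (13), no fold change cutoff (28), and the fits without db/db mouse 3 (14), db/m mouse 2 (15) or db/m mouse 3 (15) came within 1.5 times, and the other alternatives set before the data were examined did not. The exact test without a filter, chosen after seeing the values, gave 22.

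The paper's table lists 33 as lower, against 18 here. DESeq2's size factors (23), total counts (36), no filter (37), the likelihood ratio test (24), the replicate block (26), no fold change cutoff (23), and the fits without db/db mouse 1 (36), db/db mouse 3 (24) or db/m mouse 2 (33) came within 1.5 times, and the other alternatives set before the data were examined did not. The exact test without a filter, chosen after seeing the values, gave 29.

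The paper states a cutoff of a fold change of 1.5, or 0.585 on the log2 scale, but 6 of its 52 miRNAs lie under it by the paper's own log2 fold changes. These are miR-139-5p (0.56), let-7d-5p (0.52), miR-140-3p (−0.54), miR-16-5p (−0.51), let-7e-5p (0.45) and let-7f-5p (0.44). None of the 39 log2 fold changes that could be compared differed from the paper's by more than its standard error computed here. All had the paper's direction. Both sets of values come from the same libraries, and that error reflects the spread between mice. It is thus a wide limit for differences in processing. The values here lay above the paper's by a median of 0.074.

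Of the paper's 52 miRNAs, 23 were not DE-miRNAs here. Without the filter on low counts, with or without the exact test chosen after seeing the values, miR-3064-5p, miR-543-3p, miR-465b-5p, miR-191-3p, miR-465c-5p, miR-467h, miR-8094 and miR-872-3p passed. MiR-31-3p passed only without the filter in the quasi-likelihood test. MiR-8094 also passed without db/m mouse 2, miR-872-3p without db/m mouse 3, and miR-96-5p passed only without db/db mouse 3. MiR-3470a passed with total counts, upper-quartile factors, no filter (with either test), the exact and likelihood ratio tests, DESeq2's Wald test, limma-voom and the replicate block, and without db/db mouse 1 or 3. Total counts, no filter, at least 10 counts in every library, the likelihood ratio test and the replicate block each called miR-106b-5p, miR-381-3p, miR-652-3p and miR-339-3p. MiR-106b-5p, miR-381-3p and miR-652-3p also passed with DESeq2's size factors, with DESeq2's Wald test and without db/m mouse 2. Of these, miR-106b-5p and miR-381-3p passed with the exact test, miR-106b-5p and miR-652-3p with limma-voom, and miR-381-3p and miR-652-3p with TMM without the 5 most abundant miRNAs and without db/db mouse 3. MiR-106b-5p passed with collapsed counts and without db/db mouse 1, miR-652-3p without db/m mouse 1, and miR-339-3p without db/db mouse 2 or db/m mouse 3. The exact test without a filter, chosen after seeing the values, called miR-106b-5p, miR-381-3p and miR-339-3p. Without the fold change cutoff, miR-16-5p, let-7e-5p and let-7f-5p passed. MiR-140-3p passed with total counts and without db/m mouse 2 or 3, miR-34b-5p with total counts and without db/m mouse 2, and miR-16-5p with total counts and without db/db mouse 1. Let-7e-5p and let-7f-5p also passed with upper-quartile factors and with the read totals as library sizes, the latter chosen after seeing the data. MiR-1902, miR-1195 and miR-708-5p passed under no setting that was run.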

Other observations

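The tests of scaling, repeats, shared sequences and genomic clusters in this part were chosen only after those results had been seen.

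Other splits of the 6 libraries into 3 and 3 were tested to see how often they give as many calls. Of the 4 splits that part all same-numbered pairs, as the real one does, 1, the real split, gave as many as 30 DE-miRNAs, and the highest of the other three had 6. The same was true of the 12 higher (1 of 4), of the 18 lower (1 of 4) and of the 5 miRNAs with an adjusted p under 0.05 (1 of 4). The 6 splits that part 1 pair each keep same-numbered mice of both groups together, and the highest of them had 27 DE-miRNAs and 1 with an adjusted p under 0.05, while another of them had as many as 12 higher. With 10 splits in all, this design cannot give a share under 0.1, so chance cannot be excluded.

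The network miRNAs were all lower in db/db with libraries scaled to miRNA counts, and 4 technical explanations were weighed. With the read totals as library sizes, 2 of the 12 tested passed as lower, while all 12 kept a negative log2 fold change. This number cannot decide on scaling, because the read totals raise all miRNAs of the db/db libraries alike. Relative to the median of all miRNAs, the 12 lay at −3.04 to −1.60 with the read totals and at −2.92 to −1.40 with TMM. Their common behavior may follow the miRNA share of the library. The mean slope of log2 CPM on log2 miRNA share within groups was −1.73 over the 8 network miRNAs with distinct counts, against a median of 0.14 over 10000 random lists of matched expression, and none of the lists was as low. The slope was −1.91 among the db/db mice but −0.033 among the db/m mice, so it rests on 3 db/db libraries. The slopes also differed between miRNAs. Multiplied by the difference in log2 share of 1.27, they amount to −4.46 for miR-3470a, −4.39 for miR-3470b, −2.99 for miR-690, −2.58 for miR-7225-5p and −1.82 for miR-708-3p, each at least the size of the log2 fold change. For miR-3470a and miR-3470b they exceed the log2 fold changes of −1.38 and −1.46 by far, and among the db/m mice alone the slopes of miR-690 (0.51) and miR-708-3p (2.23) were positive, while miR-7225-5p had slopes of −2.02 in db/db and −2.14 in db/m. The share rose from mouse 1 to mouse 3 in each group. A slope on it therefore cannot be told apart from a slope on replicate number. With the replicate number as a block, the log2 fold changes of these 5 miRNAs lay between −2.04 and −1.60. The block leaves the difference in share between the groups in place, so it cannot decide. For these 5 miRNAs the explanation is left open. For miR-696 (−0.71), the shared miR-466 counts (−0.40) and miR-466o-3p (−0.23), the products were well short of the log2 fold changes of −2.90, −1.83 and −1.58. These slopes rest on 1 to 7 counts per db/db library, and among the db/m mice alone they were positive (0.77, 0.53 and 0.33). Slopes from so few counts cannot decide on the share, so it is left open for these 7 of the 12 tested miRNAs too. Reads from repeats or other transcripts could contribute too. Sequences of 7 miRNAs in the table are found in at least 20 annotated transcripts other than miRNA precursors, among them miR-3470a (516 transcripts) and miR-3470b (643) of the network. Of the 5 outside the network, 4 were lower in db/db without a filter (miR-3471, miR-3473a, miR-3473b and miR-706) and miR-466i-5p was higher, too few to decide. Matches to annotated precursors were left out of these transcript numbers. Among the network miRNAs, miR-690 matches 16 precursors on 11 chromosomes and miR-3470b 45 on 16, so their reads cannot be assigned to 1 locus. Shared sequences inflate the count of network miRNAs, since the 15 have 11 distinct sets of counts. MiR-696 matched neither an annotated precursor nor another annotated transcript, so the origin of its reads is not placed. Effects of genotype and of diet could not be separated for any of the miRNAs.

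GC content was tested as a bias across all miRNAs. The log2 fold change did not follow the GC content of the mature sequence (Spearman's rho −0.0073 across 294 miRNAs, permutation p = 0.904), so this gives no account of the differences between miRNAs.

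The energy threshold on the hub transcripts passes a large part of all miRNAs. At −20 kcal/mol, 44.0% of all pairs of a miRNA and a hub transcript passed, and 40.0% of the pairs of network miRNAs. Passing may therefore say little about a single miRNA, by the ViennaRNA energies used here.

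Genomic clusters of at least 5 tested miRNAs within 50 kb were tested for a joint shift with limma's camera, and none of the 5 clusters had an adjusted p under 0.05, while 2 had an unadjusted p under 0.05. The smallest adjusted p was 0.0939, for miR-450b, miR-542, miR-351, miR-503 and miR-322 on chromosome X (53047997 to 53054349), where 7 of 7 mature miRNAs were higher in db/db with a median log2 fold change of 0.46, or 6 of 7 with total counts. Relative to the median of all miRNAs, this cluster stood at least 0.36 higher under each scaling. That value could hardly have come out otherwise, because a scaling factor moves all miRNAs of a library alike. The next, on chromosome 12 (109592846 to 109595388, with miR-127, miR-434 and miR-136), had an adjusted p of 0.0966 and was lower in 5 of 5 with a median of −0.59, but higher in 5 of 5 with the read totals as library sizes, which raise the median of all by 1.14. These joint shifts are hypotheses, and chance among the clusters tested remains a candidate explanation.

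The paper's introduction and references name other miRNAs, none of which was a DE-miRNA here. MiR-22-3p had a log2 fold change of 0.39 (standard error 0.11) and an adjusted p of 0.120 in the quasi-likelihood test, and miR-1a-3p of 0.35 (standard error 0.09) and an adjusted p of 0.0897. For miR-214-3p, miR-150-5p, miR-29a-3p, miR-29b-3p, miR-133a-3p and miR-133b-3p, the log2 fold changes lay between −0.33 and −0.077, and they turned positive with the read totals as library sizes, as miR-133a-3p also did with upper-quartile factors and without db/db mouse 3. Under the read totals, 6 of these 8 passed the cutoff as higher, but only miR-22-3p (1.55) and miR-1a-3p (1.47) lay above the median of all miRNAs, 1.16.

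Of the 24 lncRNAs in the paper's Table S6, 1 lies inside a hub gene. NONMMUG003632.3 spans 53337752 to 53345085 on chromosome 10, within Pln (53337667 to 53345987). GENCODE M21 annotates its Ensembl transcript as Gm47644 on the strand opposite to Pln. This lncRNA was not measured in the miRNA table.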
